# Identification of potentially functional circRNAs and prediction of the circRNA-miRNA-hub gene network in mice with primary blast lung injury

**DOI:** 10.1186/s12890-023-02717-9

**Published:** 2023-10-28

**Authors:** Qianying Lu, Junfeng Li, Yanmei Zhao, Jianfeng Zhang, Mingyu Shi, Sifan Yu, Yangfan Liang, Haojun Fan, Xiangyan Meng

**Keywords:** Blast, Lung, circRNAs, circRNA-miRNA-hub gene network, Therapy

## Abstract

**Objectives:**

Primary blast lung injury (PBLI) is the main cause of death in blast injury patients, and is often ignored due to the absence of a specific diagnosis. Circular RNAs (circRNAs) are becoming recognized as new regulators of various diseases, but the role of circRNAs in PBLI remain largely unknown. This study aimed to investigate PBLI-related circRNAs and their probable roles as new regulators in PBLI in order to provide new ideas for PBLI diagnosis and treatment.

**Methods:**

The differentially expressed (DE) circRNA and mRNA profiles were screened by transcriptome high-throughput sequencing and validated by quantitative real-time PCR (qRT-PCR). The GO and KEGG pathway enrichment was used to investigate the potential function of DE mRNAs. The interactions between proteins were analyzed using the STRING database and hub genes were identified using the MCODE plugin. Then, Cytoscape software was used to illustrate the circRNA-miRNA-hub gene network.

**Results:**

A total of 117 circRNAs and 681 mRNAs were aberrantly expressed in PBLI, including 64 up-regulated and 53 down-regulated circRNAs, and 315 up-regulated and 366 down-regulated mRNAs. GO and KEGG analysis revealed that the DE mRNAs might be involved in the TNF signaling pathway and Fanconi anemia pathway. Hub genes, including Cenpf, Ndc80, Cdk1, Aurkb, Ttk, Aspm, Ccnb1, Kif11, Bub1 and Top2a, were obtained using the MCODE plugin. The network consist of 6 circRNAs (chr18:21008725–21020999 + , chr4:44893533–44895989 + , chr4:56899026–56910247-, chr5:123709382–123719528-, chr9:108528589–108544977 + and chr15:93452117–93465245 +), 7 miRNAs (mmu-miR-3058-5p, mmu-miR-3063-5p, mmu-miR-668-5p, mmu-miR-7038-3p, mmu-miR-761, mmu-miR-7673-5p and mmu-miR-9-5p) and 6 mRNAs (Aspm, Aurkb, Bub1, Cdk1, Cenpf and Top2a).

**Conclusions:**

This study examined a circRNA-miRNA-hub gene regulatory network associated with PBLI and explored the potential functions of circRNAs in the network for the first time. Six circRNAs in the circRNA-miRNA-hub gene regulatory network, including chr18:21008725–21020999 + , chr4:44893533–44895989 + , chr4:56899026–56910247-, chr5:123709382–123719528-, chr9:108528589–108544977 + and chr15:93452117–93465245 + may play an essential role in PBLI.

## Introduction

Blast injuries are the most common fatal injuries in military actions, terrorist attacks, and peacetime accidents, such as industrial accidents and gas explosions [1]. In recent years, explosion accidents have occurred frequently, and blast injury has attracted increasing attention [2, 3]. At the moment of the explosion, the power is rapidly released in the form of heat, gas products and shock waves. Among these forms of power, shock waves are an important cause of injury, and can cause damage to multiple systems and organs, namely, primary blast injury [4]. The lung is the most vulnerable target organ in blast injury due to its air-containing. Clinical reports show that exposure to blast shock waves can easily cause primary blast lung injury (PBLI), leading to severe clinical manifestations, such as severe pulmonary contusion, hemorrhage, edema, and further acute lung injury (ALI), even more serious acute respiratory distress syndrome (ARDS), which eventually leads to death [5–8]. PBLI is the main cause of death for blast injury patients [9]. However, because of the lack of a precise diagnosis, there is a contradiction between the low diagnosis rate and high morbidity and mortality in PBLI patients.

CircRNAs are a class of non-coding RNAs (ncRNAs) with a covalently closed loop structure. With the development of high-throughput sequencing technology, an increasing number of circRNAs have been identified. It has been reported that circRNAs are involved in several diseases, such as cardiovascular disease, digestive system disease and cancers [10–12]. CircRNAs exert important biological functions by acting as microRNA (miRNA) sponges, interacting with proteins or being translated themselves [13]. Accumulating evidence indicates that circRNAs involved in diseases mainly act as competing endogenous RNAs (ceRNAs), or miRNA sponges, to adsorb miRNAs as miRNA response elements (MREs), which indirectly regulate the expression of downstream miRNA target genes [14]. The ceRNA network may serve a role in the pathophysiology and treatment of diseases. However, data on circRNAs and circRNA-associated ceRNA networks in PBLI are largely absent. Therefore, there is an urgent need to explore circRNAs and circRNA-related ceRNA networks in PBLI.

Advances in bioinformatics offer new opportunities to advance the understanding of circRNAs and circRNA-related ceRNA networks in diseases. For example, GO and KEGG analysis are two commonly used methods in bioinformatics that link genes and functions together [15, 16]. Jin et al. [17] performed GO and KEGG analysis to analyze the potential biological function of DE genes in nonalcoholic steatohepatitis, which may provide novel mechanism for nonalcoholic steatohepatitis. And many tools have been designed for miRNA target prediction. For example, miRanda and TargetScan databases are widely used databases that predict biological targets of miRNAs based on the principle of sequence complementarity. Deng et al. [18] used the miRanda and TargetScan databases to predict miRNA binding seed sequence sites, and constructed ceRNA networks, to provide new insights into the pathogenesis of AD. And Su et al. [19] used the miRanda and TargetScan databases to explore circRNA-related ceRNA network in pediatric pulmonary hypertension linked congenital heart disease. Therefore, bioinformatics can help us better understand the role of circRNAs and ceRNA networks in diseases. In addition, some computational models have also been used to predict the circRNA-disease association, and the establishment of these models relies on existing databases. However, the data of PBLI or circRNAs related to PBLI are almost absent.

In this study, we used high-throughput sequencing techniques and bioinformatics methods to investigate the regulatory mechanism of circRNAs in PBLI, especially the circRNA-miRNA-hub gene network for the first time (Fig. 1). Our findings would provide new evidence for understanding the molecular mechanisms of circRNAs in the PBLI and for developing improved diagnosis and treatment strategies for PBLI.

**Fig. 1:**
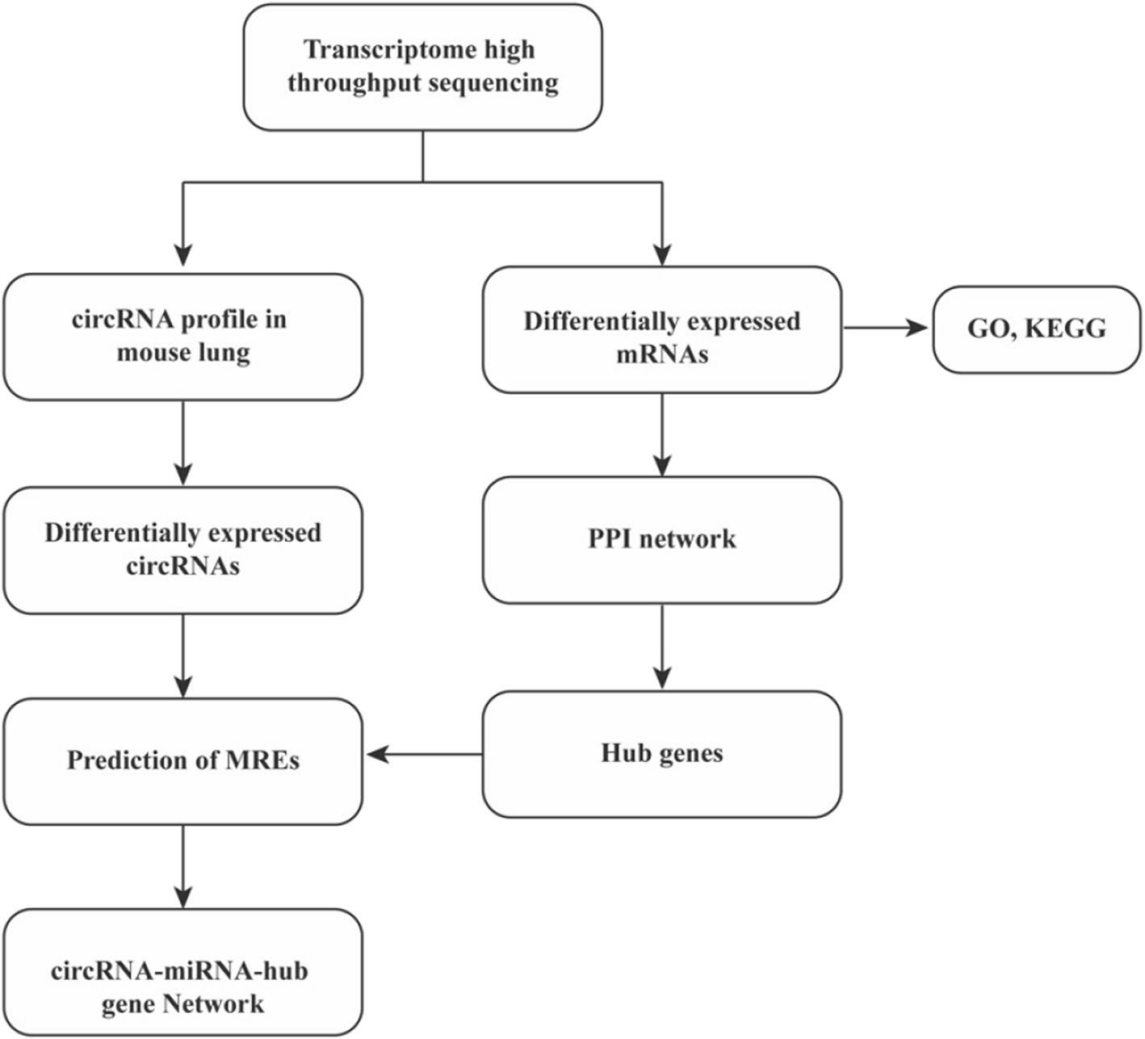
Flow chart of the present study. CircRNA circular RNA, GO Gene Ontology, KEGG Kyoto Encyclopedia of Genes and Genomes, PPI protein–protein interaction, MREs microRNA response elements

## Methods

### Experimental animals

Male C57BL/6 mice, aged 8–10 weeks and weighing 20–22 g, were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijiing, China). All mice were housed in a temperature-controlled and specific-pathogen-free environment with a 12 h light/dark cycle. All mice were free access to food and water. And all experimental procedures and protocols were conducted in accordance with the guidelines of the local animal care and use committee. Animal welfare and experimental design were approved by the Institutional Animal Care and Use Committee of Yi Shengyuan Gene Technology (Tianjin) (YSY-DWLL-2021013). The study is reported in accordance with ARRIVE guidelines.

### Establishment of primary blast lung injury model in mice

The self-made mini shock tube stimulation device was used to establish the PBLI model as previously described [20]. In brief, twelve mice were randomly divided into two groups: the control group and the PBLI group. For statistical analysis, six mice were included in each group. After anesthesia, the mice in PBLI group were placed in a prone position on a black rubber plate that attached to the device, with holes in the rubber plate located directly below the mice's chest. A shock wave with a peak pressure of 0.5 bar was generated using the device to cause lung injury in mice. The animals in the control group were anesthetized in the same manner but were not exposed to blast overpressure.

### Sample preparation

Six hours post-blast, euthanasia by cervical dislocation was performed and the lung of all mice was harvested. The right upper lobe of lungs was taken and placed in enzyme-free EP tubes, part of lung tissue of each mouse was cut and stored in liquid nitrogen for subsequent sequencing. The other part was added with 1 mL TRIzol reagent, homogenated and placed in the refrigerator at -80℃ for the RNA extraction. Every two tissues used for sequencing were mixed into one sample, that is, 3 samples each in the control group and the PBLI group for sequencing.

### Total RNA isolation, library construction and sequencing

Total RNA from the lung tissue of the two groups of mice was isolated using TRIzol reagent (Invitrogen). The concentrations and purity of the RNA were measured using a NanoDrop ND-1000 instrument (Thermo, Waltham, MA, USA). OD260/OD280 values were used as the purity index of RNA, and OD260/OD280 values ranging from 1.8 to 2.1 were considered to be qualified. And RNA integrity and gDNA contamination were measured using denatured agarose gel electrophoresis.

The transcriptome high-throughput sequencing service was provided by CloudSeq Biotech (Shanghai, China). Briefly, rRNAs in total RNA were removed using the NEBNext® rRNA Depletion Kit (New England Biolabs, Inc., Massachusetts, USA) following the manufacturer's instructions. The TruSeq Stranded Total RNA Library Prep Kit (Illumina, USA) was used to construct RNA sequencing libraries with RNA-depleted RNAs. The BioAnalyzer 2100 instrument (Agilent Technologies, USA) was used to perform the library quality control and quantification. The 150 bp double-ended reads sequencing was performed on the Illumina NovaSeq 6000 instrument.

### Data quality control

After image and base recognition, double-ended raw reads were harvested from the Illumina NovaSeq 6000 sequencer. Q30 was used for quality control, cutadapt software (v1.9.3) was used to remove connectors, low-quality reads were removed, and high-quality clean reads were obtained.

### Differential expression of circRNAs in the lungs of PBLI mice

The high-quality reads were aligned to the reference genome/transcriptome with STAR software (v2.5.1b) and circRNAs were detected and identified with DCC software (v0.4.4). According to the alignment position of two ends of circRNAs, the circRNAs were divided into exonic circRNAs, intronic circRNAs, or inter-geneic circRNAs. The circRNAs were then identified using the circBase database and circ2Trait circRNA-disease database links based on the circRNA genome location. The newly identified circRNAs were labeled as novel.

The default TMM method of edgeR software (v3.16.5) was used to standardize the original junction reads, and the number of standardized reads was used to calculate the differential expression of circRNAs between the two groups. A fold change ≥ 2.0 and a *p* value ≤ 0.05 were taken as the threshold for DE circRNAs.

### Differential expression of mRNAs in the lungs of PBLI mice

The high-quality reads were aligned to the mouse reference genome (UCSC MM10) with hisat2 software (v2.0.4). Then, FPKM values were obtained to create an expression profile of mRNA using cuffdiff software (v2.2.1, part of cufflinks) under the guidance of the Ensembl gtf gene annotation file. The cuffdiff software was used to identify DE mRNAs between the two groups. A fold change ≥ 2.0, *p* value ≤ 0.05, and FPKM value ≥ 0.5 in at least one sample were considered as differentially expressed.

### Validation and quantification of circRNAs

The DE circRNAs were validated by quantitative real-time PCR (qRT-PCR). Two upregulated and two downregulated circRNAs, and three circRNAs in the ceRNA network were randomly selected. The housekeeping gene β-actin was used as a reference for normalization, and the primers for circRNAs were specific divergent primers (Table 1). Total RNA was reverse transcribed into complementary DNA using the PrimeScript RT Reagent Kit (Perfect Real Time; TaKaRa, Osaka, Japan), and qRT-PCR was performed on a Roche LightCycler 96 Real-Time PCR System using the Hieff® qPCR SYBR Green Master Mix (Yeasen, Shanghai, China) according to the manufacturer’s instructions. Three independent assays were performed on all samples, in which samples were assessed in triplicate. The 2^−ΔΔCt^ method was used to calculate the relative expression of the circRNAs.

**Table 1:** Primers designed for qRT-PCR validation of selected circRNAs

circRNA name	Forward primer	Reverse primer
chr13:117249272–117249786 +	TGGGCAACACCTTAACCAGT	ACATTGGACTTTTCGTGGATGT
chr2:74568941–74573626-	TGCAAAAATTATGGGTTGGA	TTGCAGAAACTTGGCACAAT
chr3:122794260–122804609 +	CATCTTCTGTGGCTTGGGGAT	TCTTGCTCCCGATAAAGCCTG
chr2:128675671–128676247-	TCCATTCACAGCCAGAGTCG	AAAAAGACCTTAGAGCCGCCA
chr18:21008725–21020999 +	GGATACAAGTTCTTCTGGGCA	CACACTTCCACGACATAGGG
chr4:44893533–44895989 +	CGTTACTGCTTAGACTGCTCT	CTTGGCCTCGATGTCTTTGT
chr4:56899026–56910247-	GCGATCAGTTGGCTTCCTGAG	ATCACAGCCGTATTGTTCACCT
β-actin	AGTGTGACGTTGACATCCGT	GCAGCTCAGTAACAGTCCGC

### Functional analysis

To better understand the pathogenesis of PBLI, we used Gene Ontology (GO) (http://www.geneontology.org/) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg) pathway analysis to predict the potential function of linear transcripts of DE mRNAs [21–23]. GO analysis consists of three components: Molecular Function (MF), Biological Process (BP), and Cell Component (CC). A *p* value ≤ 0.05 in GO terms is considered statistically significant. The KEGG pathway analysis is the process of mapping molecular data sets from genomics, transcriptomics, proteomics, and metabolomics onto the KEGG pathway map for the biological function interpretation of these molecules. A *p* value ≤ 0.05 was considered to indicate significant enrichment.

### Construction of the PPI regulatory network and screening of hub genes

The STRING database (http://string-db.org) was used to predict the interaction of proteins, the minimum required interaction score was set to high confidence (0.7), and the PPI network was established by CytoScape 3.9.1 software, an open source software platform for visualizing complex networks and integrating these with any type of attribute data. The MCODE plug-in of Cytoscape software, a clustering algorithm that reclassifies existing proteins or genes, was run to predict the most significantly meaningful protein modules. The advanced options were set as degree cutoff = 2, haircut, node score cutoff = 0.2, k-core = 2, and max depth = 100 [24]. In addition, hub genes in the PPI network were filtered by the Maximal Clique Centrality (MCC) arithmetic of the Cytoscape plug-in cytoHubba, which ranks nodes according to their attributes in the network, mining key genes (hub genes) and sub networks [25, 26], the top ten nodes ranked by the MCC algorithm were considered as hub genes.

### Prediction of circRNA-miRNA-hub gene associations

CircRNA-miRNA and miRNA-hub gene interactions were predicted by miRanda (http://www.miranda.org/) and TargetScan (http://www.targetscan.org/vert_71/), widely used databases that predict biological targets of miRNAs. For each circRNA/mRNA, the top 5 miRNAs that potentially bind are listed. Upregulated circRNA-miRNA-upregulated mRNA, and downregulated circRNA-miRNA-downregulated mRNA were selected, and the network was constructed by Cytoscape 3.9.1 software.

## Results

### Identification of circRNAs in mouse lung tissue

In the present study, a total of 3696 circRNAs were detected from the control group and the PBLI group. These circRNAs were located in the whole genomic region (Fig. 2a), including chrX (2.30%), chrY (0.14%), and chrM (0.11%). 

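CircRNAs are RNA circles closed by a back-splice, and a read that spans the closing junction counts as a junction read. The 6 libraries came from 3 pools of control lung and 3 pools of PBLI lung, each pool holding tissue from the right upper lobe of 2 mice. The lungs were taken 6 h after a blast wave of 0.5 bar, and the control mice were anesthetized but not exposed. The authors trimmed the reads with cutadapt (1.9.3), aligned them to the mouse genome mm10 with STAR (2.5.1b) and detected circRNAs with DCC (0.4.4). The deposited values are counts of junction reads, and each circRNA listed has at least 2 of them over the 6 libraries. CircRNAs were detected in every library, 1170, 1075 and 1343 in Control 1, 2 and 3, and 1516, 1439 and 1661 in the PBLI libraries G3, G4 and G5. The table names the PBLI libraries G3, G4 and G5, which gives their group but not their sample number. At this depth 1506 of the 3696 circRNAs (40.7%) had 2 reads in all, and 435 had at least 10. The counts were normalized by TMM and tested with edgeR's quasi-likelihood test over all 3696 circRNAs. A count of 0 over a group allows up to 3 reads there, so a fold change against such a group is set against 3 reads and written as at least that value. It takes the reads of the group that has them as counted, without their counting error, so it does not by itself exclude that there was no change. Intervals cover counting error only.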

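CircRNAs came from every chromosome of the mouse, with the most on chromosome 2 (338 of 3696, 9.15%). Chromosome X held 85 circRNAs (2.30%), chromosome Y held 5 and the mitochondrial genome held 4. The share of junction reads on chromosome X was 1.51% ± 0.279 (SD, n = 3 libraries) in the control group and 1.63% ± 0.0757 (SD, n = 3) in the PBLI group, a difference within the spread of the libraries (exact permutation test, two-sided, p = 0.7). For the mitochondrial genome the shares were 0.0925% ± 0.0827 and 0.0684% ± 0.0593 (the same exact test, p = 0.6).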

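The circRNAs were assigned to 2203 host genes, while 57 had no host gene in the table. Of the host genes, 1438 gave 1 circRNA, 437 gave 2 and 765 (34.7%) gave at least 2. The host genes with more than 10 circRNAs were 3 in number, namely Ahnak, Prex2 and Zfp644. Prex2 encodes an exchange factor that activates the GTPase Rac and lies on chromosome 1 from 10993465 to 11303681 (mm10). Its 11 circRNAs were all exonic and had 43 junction reads in the control group and 40 in the PBLI group. Zfp644 encodes a zinc finger protein on chromosome 5 (106616739 to 106697287). Of its 11 circRNAs, 5 were exonic, 3 intronic and 3 sense overlapping, with 74 reads in the control group and 99 in the PBLI group. Reads of single host genes are raw counts, and total junction reads per library were 1.42 times as many in the PBLI group.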

A total of 34.73% of host genes could produce two or more circRNAs, and some genes could generate more than ten circRNAs (0.14%) (Fig. 2b). For example, Ahank, a gene located on chr19, produced 29 circular intronic RNAs, which was the most in this study. 

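Ahnak (ENSMUSG00000069833) encodes a very large scaffold protein and lies on chromosome 19 of mm10 from 8989284 to 9076914. The table calls all 29 of its circRNAs intronic, and they lie between 9002383 and 9014422 with a median length of 384 bp. Together they had 66 junction reads in the control group and 120 in the PBLI group, as raw counts that are not scaled to the 1.42 times larger total of the PBLI libraries. Per library this was 23, 12 and 31 reads in Control 1, 2 and 3, and 37, 24 and 59 reads in PBLI G3, G4 and G5. Of the 29 circRNAs, 9 had 2 reads over all libraries, and the one with the most had 71.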

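Exons of known genes gave 2845 circRNAs (77.0%), and these carried 84.6% of all junction reads. A further 456 circRNAs (12.3%) overlapped a gene on the same strand without following its exons, 344 (9.31%) were intronic, 33 intergenic and 18 antisense. Exonic circRNAs took 84.5% ± 0.838 (SD, n = 3) of the reads in the control libraries and 84.8% ± 1.55 (SD, n = 3) in the PBLI libraries (exact permutation test, two-sided, p = 0.9). Intronic circRNAs took 6.17% ± 0.687 and 6.61% ± 0.650 (the same exact test, p = 0.5), so the make-up of the circRNAs did not differ by more than the libraries of a group did.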

The circRNAs found so far mainly arose from exons, accounting for 76.98% of the circRNAs in this study (Fig. 2c). Sequence length analysis revealed that the circRNA transcripts were mainly 200–1200 bp in length (75.24%) but that 11.74% were over 2000 bp in length (Fig. 2d). 

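The median of the deposited lengths was 516 bp, and 2781 of the circRNAs (75.2%) were over 200 and up to 1200 bp long. The deposited length followed the type of circRNA, but it does not measure the same thing in each type. For the exonic circRNA from Lrch1 it leaves out introns (852 bp between 74807474 and 74835775). For the sense overlapping circRNAs from Zcchc8, Zzz3 and Nbeal1 it is the whole stretch of genome (10147, 38548 and 24953 bp). The lengths below therefore do not show that sense overlapping circRNAs are longer molecules. The median was 498 bp for exonic, 372 bp for intronic and 3030 bp for sense overlapping circRNAs. Of the 434 circRNAs over 2000 bp (11.7%), 257 were sense overlapping, which is 56.4% of that type. Only 97 of the exonic circRNAs (3.41%) and 56 of the intronic ones (16.3%) were as long.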

Among the 3696 circRNAs that were identified in this study, 2276 circRNAs were already recorded in the circBase database or PubMed, and 1420 were considered as novel (Fig. 2e).

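The 2276 circRNAs with an earlier record carried 80.8% of all junction reads, and 24.4% of them had 2 reads in all. Of the 1420 without a record, 66.9% had 2 reads. The median was 4 reads for circRNAs with a record and 2 reads for those without. Intronic circRNAs had a record least often among the larger types, since 92.4% of them had none, against 25.7% of exonic circRNAs. CircRNAs without a record took 18.9% ± 1.67 (SD, n = 3) of the reads in the control libraries and 19.2% ± 1.39 (SD, n = 3) in the PBLI libraries (exact permutation test, two-sided, p = 0.9).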

**Fig. 2:**
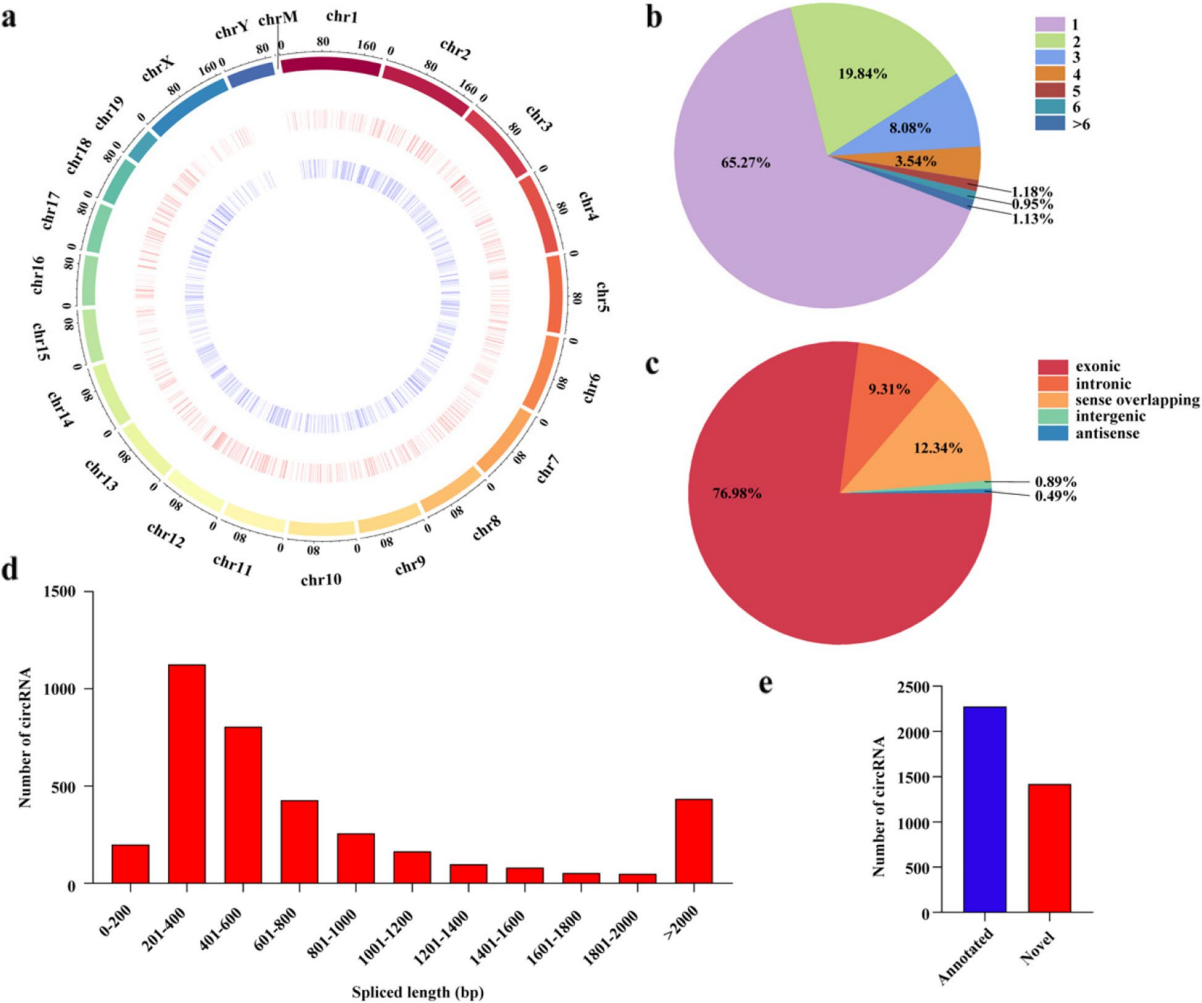
Expression patterns of circRNAs in mouse lungs. **a** Chromosome distribution of the 3696 circRNAs identified in the two groups. **b** Number of circRNAs produced from one host gene. **c** Percentages of circRNAs arising from different genomic loci. **d** Length distributions of the identified circRNAs. **e** Sources of the annotated circRNAs

### Identification and validation of DE circRNAs in PBLI in lung tissue

To investigate the possible circRNAs and mRNAs involved in PBLI, the DE circRNAs and mRNAs between the two groups were analyzed. 

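Each PBLI library held more circRNAs than each control library. The number detected was 1196 ± 136 (SD, n = 3) in the control group and 1539 ± 113 (SD, n = 3) in the PBLI group, and total junction reads were 2888 ± 445 and 4106 ± 588. Both differences gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. The PBLI libraries were also deeper by an estimate from the FPKM values. It depends on the library scaling used in cuffdiff, which the paper does not state. Depth relative to Control 1, read from the steps between low values of the mRNA table, was 1.05 ± 0.0911 in the control group and 1.39 ± 0.192 in the PBLI group (exact p = 0.1). Junction reads followed depth over the 6 libraries (Pearson's r = 0.985, Spearman's rank correlation 1, exact permutation p = 0.00278 for each), and r was 0.991 without the 2 libraries farthest from the median depth. This was the only relation across libraries that was computed, and each group alone has too few libraries for it. Per unit of depth the junction reads were 2740 ± 202 in the control group and 2958 ± 85.9 in the PBLI group (exact p = 0.2). CircRNAs seen in one group rarely had many reads: 632 of the 865 with reads only in the control group and 874 of the 1332 with reads only in the PBLI group had 2 reads in all. Only 14 of the former and 44 of the latter had reads in all 3 libraries of their group. With every library thinned to the reads of Control 2, the fewest of the 6 (mean of 100 draws), 998 circRNAs had reads only in the control group and 1217 only in the PBLI group. The limit of 2 reads per circRNA was applied before thinning and favors the libraries with more reads, so thinning does not remove the whole effect of depth.

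**Figure D1:**
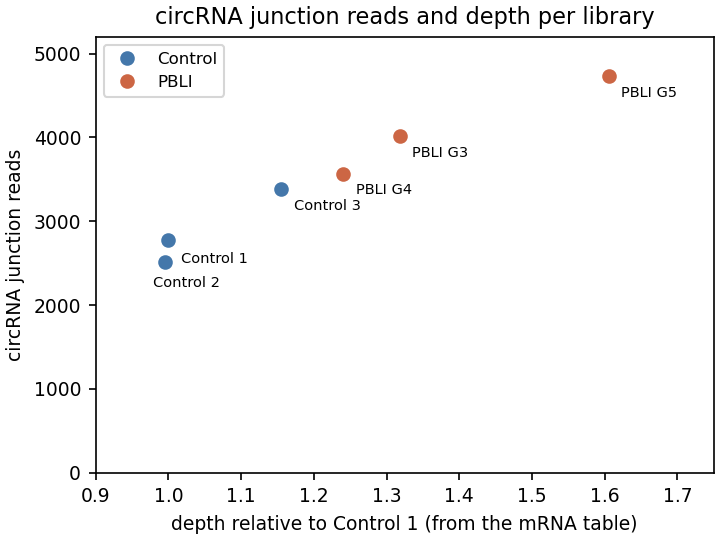
Junction reads of each library (vertical axis) against its depth relative to Control 1 (horizontal axis, no unit). Each point is a library, blue for control and orange for PBLI, and the deepest library, PBLI G5 at 1.61, had the most reads.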

Among the 3696 circRNAs identified in this study, 865 were detected only in the control group, 1332 were detected only in the PBLI group, and 1499 were detected in both groups (Fig. 3a). A total of 117 circRNAs were aberrantly expressed in the PBLI group, including 64 up-regulated and 53 down-regulated circRNAs (Fig. 3b, c). 

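The circRNAs of this paragraph were picked for the smallest p in each direction, and their adjusted p was 0.527 to 0.586 (edgeR's quasi-likelihood test). Because of this choice their intervals do not show by themselves that a level changed. The circRNA with the most reads among those named here came from an intron of Tulp4 (chromosome 17, 6137211 to 6139156). It had 33, 20 and 38 junction reads in the control libraries and 64, 59 and 73 in PBLI G3, G4 and G5, a normalized ratio of 1.79 (95% interval 1.39 to 2.33). A circRNA from exons of Tc2n (chromosome 12, 101665553 to 101694673) had 1, 1 and 7 reads against 13, 12 and 17, a ratio of 3.89 (1.86 to 9.08). One from Rtkn2, which encodes rhotekin 2, had 0, 0 and 1 reads against 6, 2 and 10, and one from the X-linked transcription factor gene Zfx had 0, 1 and 2 against 5, 6 and 9, with ratios of 15.0 (2.37 to 625) and 5.55 (1.65 to 29.2). One from Rmdn2 had 7, 7 and 3 reads against 13, 19 and 17 (ratio 2.40). In the other direction, a circRNA from Ints8, a subunit of the Integrator complex, had 4, 6 and 3 reads in the control libraries and 0 in the PBLI libraries, at least 5.20-fold lower. CircRNAs from Spopl, an adaptor of a ubiquitin ligase, and from Arhgap10 had 8, 2 and 9 reads against 0, 2 and 2, and 3, 8 and 2 reads against 0, 0 and 1. Their ratios were 0.175 (0.0434 to 0.528) and 0.0641 (0.00151 to 0.427).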

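At the thresholds of the paper, a fold change of at least 2 and an unadjusted p of at most 0.05, 29 circRNAs were higher and 18 lower in the PBLI group by edgeR's quasi-likelihood test. Of these, 27 and 17 were exonic, and 12 and 13 had no read in the other group. They had 7 to 66 reads (median 12) and 6 to 38 reads (median 6). No circRNA passed at an adjusted p under 0.05 by this test (lowest 0.527). Without Control 3, 1 higher circRNA passed. None passed by edgeR's exact test (22 and 8 at the thresholds of the paper) or by DESeq2 (4 and 7). With RLE size factors the split was 25 higher and 25 lower, and with library totals alone 21 and 26. The lower circRNAs numbered 10 without Control 2, 11 without Control 3, 12 without PBLI G3 and 7 without PBLI G4. In simulated data of this size the test at an adjusted p under 0.05 found 9.6% of 4-fold and 33.8% of 8-fold changes. The changes were planted in circRNAs with at least 10 reads, and most of that size would be missed there at this depth. At the thresholds of the paper the simulations gave 83.6 false calls on average, more than all the calls made here. In the data 30 were higher and 18 lower at an unadjusted p under 0.05. A level of 184.8 by chance would require that every circRNA could reach such a p. However, 1506 circRNAs had 2 reads in all, while those called at the thresholds of the paper had at least 6. The value of 184.8 is therefore not a valid level by chance here. Other splits of the libraries, counted after the calls were seen, gave 29 to 45 at that p. They are too few for a share under 0.05. The simulations used a single dispersion for all circRNAs, so their false calls need not hold for these data. From the changes in their expression, some of which it also measured by qRT-PCR, the paper proposes that the DE circRNAs take part in PBLI.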

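Each of the 40 circRNAs listed had junction reads in only 1 group, so that every fold change below is set against 3 reads in the other group, without the counting error of the reads seen. The 20 listed as up-regulated had 6 to 11 reads over the PBLI libraries, at least 1.67-fold to 3.05-fold more than the control group, and 12 had reads in all 3. The largest such value belonged to a circRNA from Chordc1, which encodes a chaperone cofactor (chromosome 9, 18295300 to 18302183), with 0, 2 and 9 reads in PBLI G3, G4 and G5. One from Picalm, a clathrin assembly gene (chromosome 7, 90160448 to 90165616), had 2, 7 and 1 reads, at least 2.78-fold higher. One from Lrch1 had all 10 of its reads in PBLI G4. The 20 listed as down-regulated had 5 to 13 reads over the control libraries, at least 2.00-fold to 5.20-fold more than the PBLI group, and 9 had reads in all 3 while 6 had reads in 1. The one from Srbd1 (chromosome 17, 86098512 to 86120746) had 4, 1 and 2 reads in the control libraries, at least 2.80-fold more. At an unadjusted p of at most 0.05 edgeR's quasi-likelihood test passed 12 of the 20 up-regulated and 13 of the 20 down-regulated circRNAs, its exact test passed 9 and 4, and its likelihood ratio test, chosen after the values were seen, passed 20 and 20. The circRNAs were listed by the study from these same libraries, so these counts are not independent evidence.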

The top 20 up-regulated and down-regulated circRNAs are shown in Table 2. Two up-regulated (chr13:117249272–117249786 + and chr2:74568941–74573626-) and two down-regulated circRNAs (chr3:122794260–122804609 + and chr2:128675671–128676247-) were randomly selected for validation of DE circRNAs, which showed that the expression levels of DE circRNAs were consistent with the sequencing results (Fig. 3d).

**Fig. 3:**
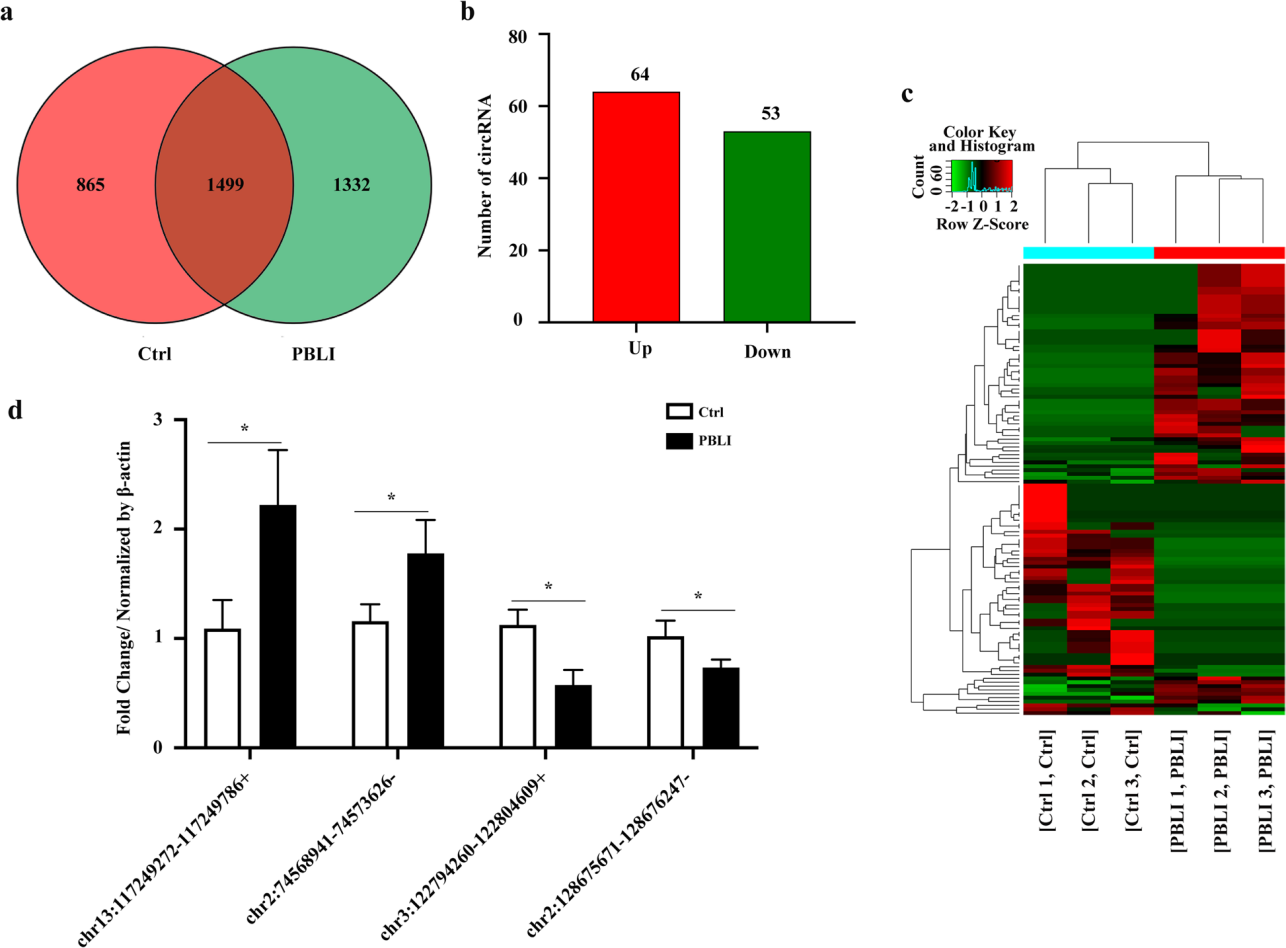
Identification and validation of DE circRNAs. **a** Numbers of circRNAs detected in the two groups. **b-c** Histogram (**b**) and Heatmap (**c**) showing the significantly up-regulated and down-regulated circRNAs in the PBLI group. **d** Validation of differentially expressed circRNAs by qRT-PCR. The results are presented as the mean ± SD. *P < 0.05

**Table 2:** Top 20 significantly up- and down-regulated circRNAs

CircRNAID	logFC	*P* Value	FDR	Regulation	Chrom	Strand	CircRNA type	GeneSymbol
chr14:74807474–74835775-	4.780316216	0.007914504	0.549906578	up	chr14	-	exonic	Lrch1
chr7:90160448–90165616 +	4.7414159	0.0088942	0.5499066	up	chr7	+	exonic	Picalm
chr9:18295300–18302183 +	4.7412335	0.0081513	0.5499066	up	Chr9	-	exonic	Chordc1
chr2:120806759–120825315-	4.6265529	0.0102995	0.5499066	up	Chr2	-	exonic	Ttbk2
chr10:105413217–105413787-	4.3831007	0.0174558	0.5499066	up	Chr10	-	exonic	Tmtc2
chr10:67157907–67189849 +	4.318324	0.0197947	0.5499066	up	Chr10	+	exonic	Jmjd1c
chr4:137604523–137605908 +	4.2040936	0.0266802	0.5499066	up	Chr4	+	exonic	Usp48
chr1:53904249–53914632-	4.2017178	0.0268239	0.5499066	up	Chr1	-	exonic	Hecw2
chr5:138616566–138617054-	4.1900263	0.027293	0.5499066	up	Chr5	-	intronic	Zfp68
chr10:42196466–42197901-	4.1734726	0.0280674	0.5499066	up	Chr10	-	exonic	Foxo3
chr19:56570416–56576284 +	4.1449804	0.0293986	0.5499066	up	Chr19	+	exonic	Nhlrc2
chr10:59166504–59178857-	4.1437402	0.0294798	0.5499066	up	Chr10	-	exonic	Sept10
chr18:80869742–80917878-	4.0311917	0.0396353	0.5499066	up	Chr18	-	exonic	Atp9b
chr5:128268492–128269377-	4.0311917	0.0396353	0.5499066	up	Chr5	-	exonic	Tmem132d
chr17:66436080–66438391-	3.9977349	0.041233	0.5499066	up	Chr17	-	exonic	Mtcl1
chr5:28358274–28394670 +	3.9964495	0.041395	0.5499066	up	Chr5	+	exonic	Rbm33
chr2:119076936–119081625 +	3.9964495	0.041395	0.5499066	up	Chr2	+	exonic	Casc5
chr11:61532518–61535383-	3.9964495	0.041395	0.5499066	up	Chr11	-	exonic	Epn2
chr14:46762528–46768897 +	3.9809425	0.0413481	0.5499066	up	Chr14	+	exonic	Cdkn3
chr16:32027712–32037308-	3.9783187	0.0416747	0.5499066	up	Chr16	-	exonic	Pak2
chr4:11218612–11219926-	-5.2966588	0.0006025	0.5499066	down	chr4	-	exonic	Ints8
chr17:86098512–86120746-	-4.4340689	0.0170265	0.5499066	down	chr17	-	exonic	Srbd1
chr4:56899026–56910247-	-4.4246127	0.0173766	0.5499066	down	chr4	-	exonic	Tmem245
chr17:71273374–71275287-	-4.2400633	0.021767	0.5499066	down	chr17	-	exonic	Emilin2
chr5:123709382–123719528-	-4.2197784	0.0225342	0.5499066	down	chr5	-	sense overlapping	Zcchc8
chr4:44893533–44895989 +	-4.2173542	0.0226263	0.5499066	down	chr4	+	exonic	Zcchc7
chr18:21008725–21020999 +	-4.2173542	0.0226263	0.5499066	down	chr18	+	exonic	Rnf138
chr2:128675671–128676247-	-4.2161414	0.0226724	0.5499066	down	chr2	-	exonic	Anapc1
chr9:108528589–108544977 +	-4.210192	0.022903	0.5499066	down	chr9	+	exonic	Qrich1
chr6:136634431–136641214-	-4.2089763	0.0229496	0.5499066	down	chr6	-	exonic	Plbd1
chr2:18906229–18908152-	-4.2005505	0.0233045	0.5499066	down	chr2	-	exonic	Pip4k2a
chr11:98263470–98267858 +	-4.190718	0.0238582	0.5499066	down	chr11	+	exonic	Cdk12
chr3:57769040–57796295 +	-4.1820027	0.0243545	0.5499066	down	chr3	+	exonic	Rnf13
chr3:152420015–152458562 +	-3.9956976	0.0372379	0.5499066	down	chr3	+	sense overlapping	Zzz3
chr1:60268012–60292964 +	-3.9956976	0.0372379	0.5499066	down	chr1	+	sense overlapping	Nbeal1
chr4:129838978–129842762 +	-3.9563162	0.0390072	0.5499066	down	chr4	+	exonic	Ptp4a2
chr19:36961639–36970038 +	-3.9413751	0.0397058	0.5499066	down	chr19	+	exonic	Btaf1
chr14:20515523–20531860-	-3.9413751	0.0397058	0.5499066	down	chr14	-	exonic	Ppp3cb
chr8:82762967–82763263-	-3.9297549	0.0402686	0.5499066	down	chr8	-	intergenic	
chr3:122760878–122795321 +	-3.9297549	0.0402686	0.5499066	down	chr3	+	exonic	Pde5a

### Identification of DE mRNAs in PBLI

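The mRNA values come from the same 6 libraries as the circRNAs. The authors aligned the reads with hisat2 (2.0.4) to mm10 and estimated FPKM per protein-coding gene with cuffdiff (2.2.1) and the Ensembl annotation. The deposited FPKM values were used as they stand. Their comparison by cuffdiff needs the reads and was not repeated, and the columns of read counts beside the FPKM were not used here. Relative depth was 1, 0.995 and 1.16 in Control 1, 2 and 3, and 1.32, 1.24 and 1.61 in PBLI G3, G4 and G5, and the number of reads per library is not given here. Values were tested as log2(FPKM + 0.5) with limma over the 14760 genes at 0.5 FPKM or more in at least 1 library, so a fold change is on that scale and understates the change of low genes. In simulated data of this size limma found 75.6% of 2-fold and 97.8% of 4-fold changes at an adjusted p under 0.05. The changes were planted in genes with a mean FPKM of at least 1. The simulated genes varied independently and with the same noise in every library, so these shares need not hold for the data.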

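Of 17452 genes with an FPKM above 0, 16473 had one in both groups, 470 only in the control libraries and 509 only in the PBLI libraries. Genes of one group were near the limit of detection. Of the 470, 347 were above 0 in 1 library and 33 in all 3, and the median of their highest FPKM was 0.0951. Of the 509, 356 were above 0 in 1 library and 43 in all 3, with a median of 0.0801. Only 29 of the former and 39 of the latter reached 0.5 FPKM in any library. With at least 0.1 FPKM as the limit, 551 genes were in the control group alone and 400 in the PBLI group alone, so the order of the groups turned. The number of genes above 0 per library was 16124 ± 125 (SD, n = 3) in the control group and 16186 ± 70.2 (SD, n = 3) in the PBLI group (exact permutation test, two-sided, p = 0.6).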

A total of 17,453 mRNAs were identified in the two groups, of which 470 were expressed only in the control group, 507 were expressed only in the PBLI group, and 16,417 were expressed in both groups (Fig. 4a). As shown in Fig. 4b and c, 681 mRNAs were aberrantly expressed in the PBLI group, among them, 315 were up-regulated and 366 were down-regulated. 

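In the PBLI group 170 mRNAs rose and 137 fell at an adjusted p under 0.05 by limma, 80 and 60 of them by at least 2-fold. Slc7a11, the importer of cystine for the synthesis of glutathione, had the largest rise among these on the scale of log2(FPKM + 0.5). It lies on chromosome 3 of mm10 (49892526 to 50443614) and went from 0.955 ± 0.705 FPKM (SD, n = 3) in the control group to 33.4 ± 10.1 (SD, n = 3), a log2 fold change of 4.61 (standard error 0.36, limma, adjusted p = 0.00385). Hmox1, the heme oxygenase that breaks down heme (chromosome 8, 75093621 to 75100589), went from 10.8 ± 1.80 to 116 ± 46.5 FPKM (log2 3.31, standard error 0.26, adjusted p = 0.00385). Nupr1, a nuclear protein made under stress (chromosome 7, 126623249 to 126630861), went from 51.3 ± 2.85 to 398 ± 43.8 FPKM (log2 2.94, standard error 0.10, adjusted p = 7.86e-05). The neutrophil collagenase gene Mmp8 and Il1f9, which encodes a cytokine of the IL-1 family, rose by 3.09 and 2.58 on the log2 scale (adjusted p = 0.0418 and 0.0171). Among the genes that fell were the amino acid transporter gene Slc7a10 and Ccdc129 (log2 -1.89 for both, adjusted p = 0.0198 and 0.0162) and the natural killer cell receptor gene Klra3 (log2 -1.85, adjusted p = 0.0152). Gfra2, Lrrc17, Shisa2, Fat3, Slc10a5, Scn3a and Nrep fell by 1.85 to 1.67 on this scale. At the thresholds of the paper 204 mRNAs were higher and 173 lower.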

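In all 307 mRNAs that passed, the 3 PBLI values lay beyond the 3 control values, as in 4087 (27.7%) of the genes tested, where chance gives 10%. The number that passed changed with each library left out. Without Control 1 it was 48 higher and 12 lower, without Control 3 it was 69 and 42, without PBLI G3 15 and 3, without PBLI G4 69 and 46, and without PBLI G5 311 and 188. Without Control 2 it was 5 and 0, with 917 and 1017 at an unadjusted p under 0.05. Of the 15 genes named above for their change, all of which passed over the 6 libraries, 8, 1 and 10 passed without Control 1, 2 and 3, and 3, 9 and 14 without PBLI G3, G4 and G5. Nupr1 was the one that passed each time, and its adjusted p by limma then ran from 4.06e-04 to 0.00281. At the thresholds of the paper the lower mRNAs numbered 281 without Control 3, 268 without PBLI G4, 353 with a pseudocount of 0.1 and 112 with a pseudocount of 1.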

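Some of the genes that protect cells from oxidants and misfolded proteins rose. Of 43 measured genes of glutathione metabolism and targets of NRF2, the regulator of the response to oxidants, 22 rose, and 32 rose and 1 fell when adjusted over the list alone. The subunits of the first enzyme of glutathione synthesis rose, Gclc from 44.7 ± 4.27 to 267 ± 82.4 FPKM (SD, n = 3 each) and Gclm from 27.2 ± 0.903 to 89.7 ± 10.4. Srxn1, which repairs oxidized peroxiredoxins, went from 7.07 ± 1.68 to 51.8 ± 17.7 FPKM, and the thioredoxin reductase gene Txnrd1 also rose (limma, adjusted p = 0.0149). Of 24 heat shock proteins 13 rose (19 adjusted over the list alone). The inducible chaperone genes Hspa1b and Hspa1a went from 1.62 ± 0.720 to 19.5 ± 7.66 FPKM and from 1.06 ± 0.228 to 8.93 ± 3.81, and because they are near-identical copies the share of each is uncertain. Of 36 genes of the unfolded protein response and the integrated stress response 17 rose (29 adjusted over the list alone). They include Hspa5, the main chaperone of the endoplasmic reticulum (143 ± 10.6 to 332 ± 31.0 FPKM), the transcription factor gene Ddit3, its target Trib3 and the asparagine synthetase gene Asns (limma, adjusted p = 0.0109, 0.0162 and 0.0109). Of 21 targets of p53, a regulator of the response to DNA damage, 4 rose (7 rose and 1 fell adjusted over the list alone), among them Gadd45a, Sfn and Sesn2. Txnrd1, Ddit3, Trib3 and Asns were chosen after their values were seen.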

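Set against all other genes by camera, the glutathione, heat shock, unfolded protein and p53 lists were higher (adjusted p = 1.15e-25, 2.51e-16, 2.21e-25 and 3.72e-06), but adjusted p = 0.211 for each with an estimated correlation. By fry, which tests a list against no change, they were higher (adjusted p = 0.0130, 0.0130, 0.0126 and 0.0130). Some of these lists share members, so their results are not independent. Sesn2 and Gdf15 are in both the p53 and the unfolded protein lists, and Slc7a11 and Chac1 in both the unfolded protein and the glutathione lists. Over all genes, the numbers that rose in the first 3 lists were 14, 3 and 8 without Control 1, 1, 0 and 0 without Control 2, 13, 9 and 9 without Control 3, 7, 0 and 2 without PBLI G3, and 18, 10 and 11 without PBLI G4. Adjusted over the list alone, they were 26 to 32, 16 to 19 and 27 to 29 whichever library was left out. For the p53 targets the 4 became 1, 0, 2 and 0 without Control 1, 2 and 3 and PBLI G3 (4, 4, 8 and 7 adjusted over the list alone). Of the 13 genes named for these lists, 7, 1 and 10 passed without Control 1, 2 and 3, and 4, 12 and 13 without PBLI G3, G4 and G5.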

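Single markers of neutrophils rose and single genes of the interferon response fell in the PBLI group. Of 20 neutrophil markers 3 rose (12 adjusted over the list alone), namely Mmp8, the decoy receptor gene Il1r2 and Clec4e, a receptor for damaged cells (1.44 to 6.43 FPKM). The median of the list above the control mean was 2.26 in PBLI G3 and 2.18 in PBLI G4 but 0.65 in PBLI G5, on the log2 scale. Of 25 genes of the interferon response 3 fell (19 adjusted over the list alone), among them the transcription factor gene Irf7 (24.5 to 12.8 FPKM) and Gbp3, which encodes a guanylate-binding protein (21.5 to 12.1 FPKM). Of 9 natural killer cell markers Ncr1, an activating receptor, fell from 5.81 to 1.88 FPKM (6 adjusted over the list alone). Genes of the extracellular matrix moved both ways. Of 31 genes of elastic fibers and collagen, Lox, the enzyme that crosslinks both, rose from 33.3 ± 3.81 to 133 ± 14.3 FPKM, while Mfap5, Col1a2 and Col3a1 fell by 1.08, 0.85 and 1.08 on the log2 scale (1 rose and 14 fell adjusted over the list alone).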

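By camera the neutrophil list was higher (adjusted p = 8.56e-08), and the interferon, natural killer and elastic fiber lists were lower (adjusted p = 1.13e-10, 2.69e-05 and 1.41e-05). With an estimated correlation the adjusted p was 0.392, 0.343, 0.425 and 0.468, and by fry it was 0.0872, 0.0520, 0.0768 and 0.167. Of the markers of B cells and T cells and the genes of MHC class II, all 9, 13 and 9 were lower while 0 passed over all genes by limma (0, 0 and 4 adjusted over the list alone). By camera these lists were lower (adjusted p = 8.98e-04, 0.00132 and 5.20e-05), but adjusted p = 0.468, 0.468 and 0.425 with an estimated correlation. By fry, which tests a list against no change, the adjusted p was 0.209, 0.167 and 0.0768. Without PBLI G5, 14 neutrophil markers rose over all genes, without Control 1 it was 1, and without any other library 0, with 5, 11, 10 and 10 adjusted over the list alone without Control 2, Control 3, PBLI G3 and PBLI G4. The interferon genes that fell over all genes were 0 without Control 1, 2 or 3 or PBLI G3 (16, 8, 15 and 11 adjusted over the list alone). With any 1 library but PBLI G5 left out, Ncr1 was not called over all genes. The falls among elastic fiber genes were 1, 0 and 5 without Control 1, 2 and 3, and 0 and 1 without PBLI G3 and G4 (7, 7, 20, 7 and 10 adjusted over the list alone). Of Clec4e, Irf7, Gbp3, Ncr1, Lox, Mfap5, Col1a2 and Col3a1, 2, 1 and 4 of the 8 passed without Control 1, 2 and 3, and 1, 4 and 8 without PBLI G3, G4 and G5.

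**Figure D2:**
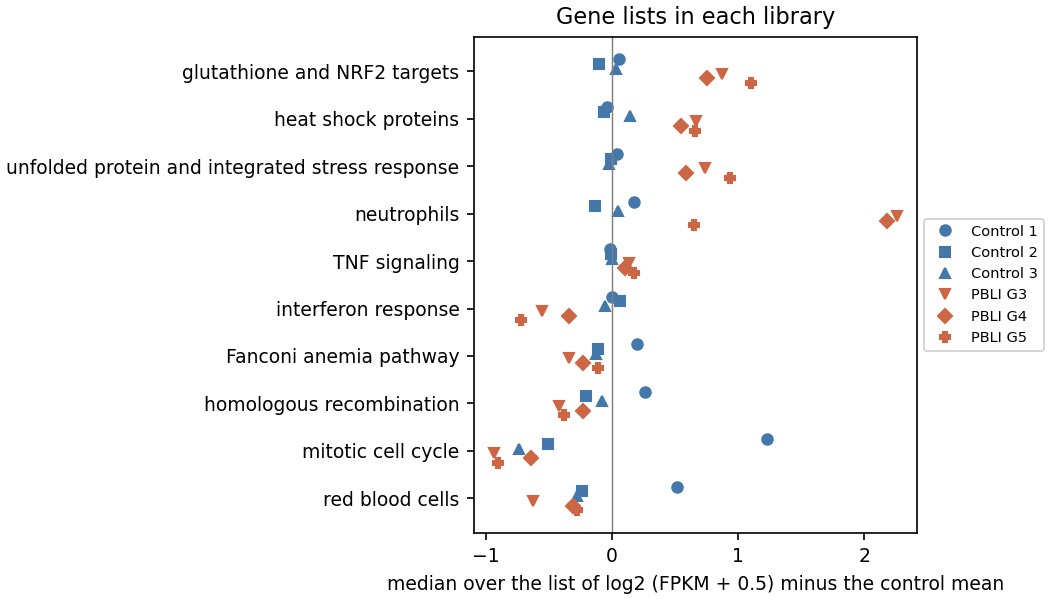
Median over each gene list of log2(FPKM + 0.5) minus the control mean of each gene, in each library. Control libraries are blue and PBLI libraries orange. The 3 PBLI libraries lie apart from the controls in the glutathione, heat shock and unfolded protein lists, PBLI G5 lies at 0.65 in the neutrophil list, and Control 1 lies at 1.23 in the mitotic list and 0.51 in the red blood cell list.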

The top 20 up-regulated and down-regulated mRNAs were shown in Table 3.

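All 20 mRNAs listed as up-regulated were higher and all 20 listed as down-regulated were lower in the PBLI group, with the same mean FPKM as in Table 3. By limma 10 of the former and 8 of the latter passed at an adjusted p under 0.05. In 16 and 18 of them the groups did not overlap, which chance gives for 10% of genes and which held for 27.7% of all genes tested. Of the up-regulated genes 7 are listed at 0 in every control library. The chemokine gene Ccl20 was at 0.680, 1.53 and 2.53 FPKM in PBLI G3, G4 and G5, the transcription factor gene Fosl1 at 2.17, 1.97 and 11.7, and the glutathione transferase gene Gsta1 at 2.30, 1.44 and 6.46. The metallothionein gene Mt2 was at 24.4, 23.0 and 781 FPKM, the keratinocyte envelope gene Sprr1a at 0.266, 0 and 39.8, and the growth factor gene Ereg at 0.0583, 0.124 and 2.5, so the PBLI mean of these genes rests on PBLI G5. Cyp26b1, which breaks down retinoic acid, was at 22.0, 2.97 and 6.85 FPKM in the control libraries and at 112, 129 and 20.6 in the PBLI libraries (limma, adjusted p = 0.125). Of the down-regulated genes 10 were highest in Control 1. These include Ankle1, Pbk, Kntc1, Ckap2 and Fam64a, which missed the thresholds of the paper here (Pbk at 9.54, 1.01 and 1.05 FPKM in the control libraries and at 0.409, 0.652 and 0.588 in the PBLI libraries).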

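At the thresholds of the paper 17 up-regulated and 15 down-regulated mRNAs of Table 3 passed by limma. At an adjusted p under 0.05 the numbers were 4 and 2 without Control 1, 0 and 0 without Control 2, 5 and 3 without Control 3, 2 and 1 without PBLI G3, 6 and 3 without PBLI G4, and 13 and 7 without PBLI G5. The study chose these genes on the same libraries, so the counts are not independent evidence of their direction.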

**Fig. 4:**
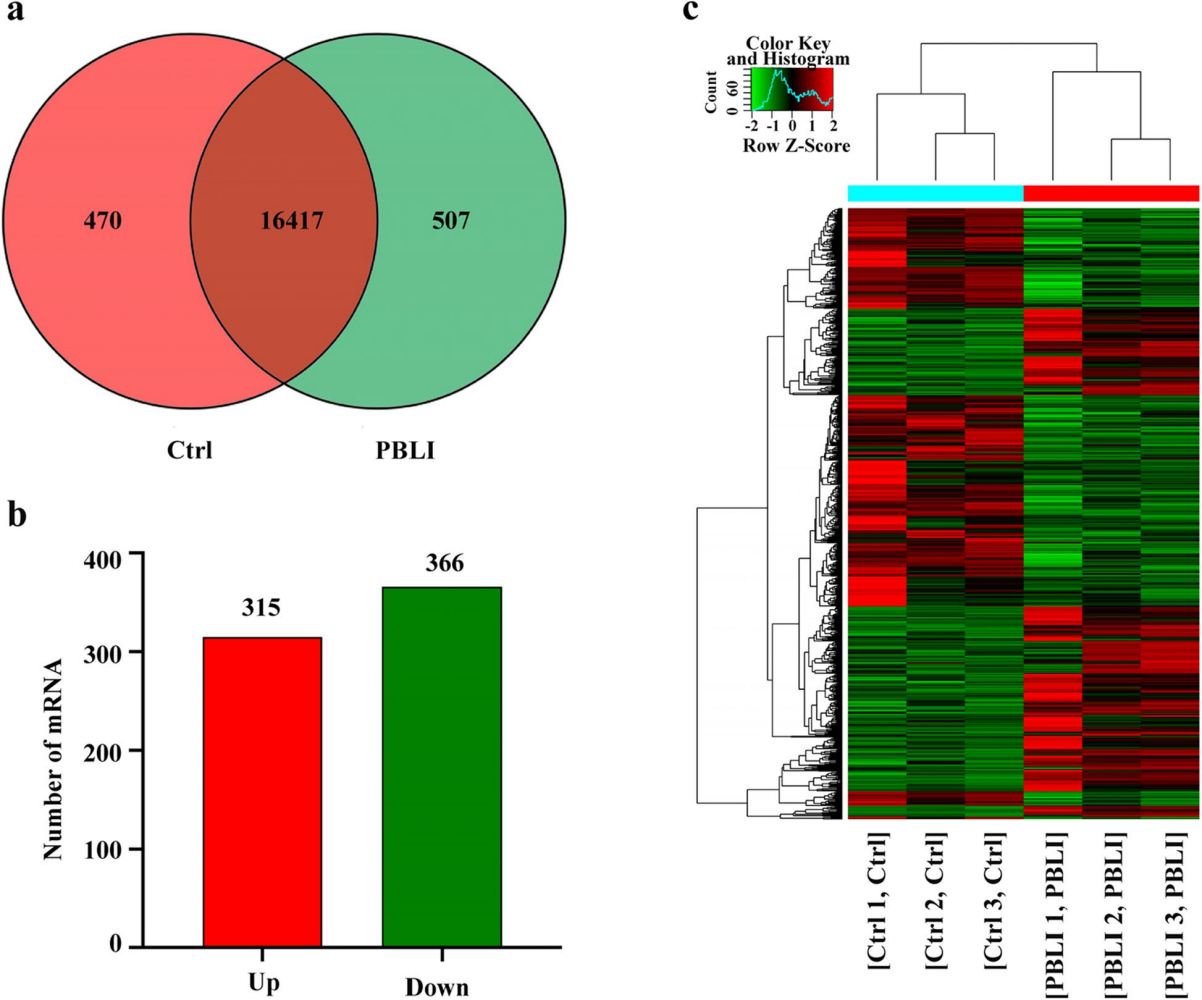
Identification of DE mRNAs. **a** Numbers of mRNAs detected in the two groups. **b-c** Histogram (**b**) and Heatmap (**c**) showing the significantly up-regulated and down-regulated mRNAs in the PBLI group

**Table 3:** Top 20 significantly up- and down-regulated mRNAs

Gene	Locus	PBLI_ FPKM	Control_FPKM	Fold Change	*p*_value	FDR	Regulation
Fosl1	chr19:5447702–5455945	5.27731	0	inf	0.00005	0.00154923	up
Ccl20	chr1:83116765–83119167	1.57929	0	inf	0.00005	0.00154923	up
Prok2	chr6:99711298–99732553	1.09838	0	inf	0.00005	0.00154923	up
Prss22	chr17:23993534–23998100	1.12329	0	inf	0.00005	0.00154923	up
Gjb4	chr4:127325234–127368735	1.02015	0	inf	0.03615	0.255144	up
Gsta1	chr9:78230655–78242684	3.40052	0	inf	0.00005	0.00154923	up
Defb25	chr2:152622355–152623053	1.74469	0	inf	0.02285	0.188756	up
Sprr1a	chr3:92483951–92485895	13.3429	0.273943	48.70709382	0.00335	0.047983	up
Slc7a11	chr3:50364935–50443613	33.3669	0.955485	34.92141228	0.00005	0.00154923	up
Mt2	chr8:94170751–94173567	276.153	13.451	20.5302601	0.00005	0.00154923	up
Msln	chr17:25748613–25754327	2.72549	0.178549	15.26472824	0.00005	0.00154923	up
Mmp8	chr9:7558428–7568486	19.994	1.48647	13.45070606	0.00005	0.00154923	up
Hspa1b	chr17:34956435–34959819	19.5097	1.61536	12.07766787	0.00005	0.00154923	up
Gdf15	chr8:70629392–70632456	4.13844	0.369078	11.21291907	0.00005	0.00154923	up
Ereg	chr5:91051870–91093649	0.895565	0.0798815	11.2111316	0.00005	0.00154923	up
Hmox1	chr8:75093590–75100596	116.38	10.8181	10.75794043	0.00005	0.00154923	up
Pram1	chr17:33629089–33645706	4.03205	0.466964	8.634603914	0.00225	0.0357798	up
Hspa1a	chr17:34969198–34972154	8.92662	1.05997	8.421574586	0.00005	0.00154923	up
Cyp26b1	chr6:84571413–84593908	87.0178	10.6216	8.19253539	0.00005	0.00154923	up
Tmc3	chr7:83584926–83631842	1.44366	0.182715	7.901135484	0.00005	0.00154923	up
Gsg1l	chr7:125878418–126082411	0.0516177	0.838534	-16.245069	0.00115	0.0211396	down
Ankle1	chr8:71406009–71409904	0.141143	1.42103	-10.068033	0.00005	0.0015492	down
Shisa2	chr14:59625280–59631658	0.333449	2.54505	-7.6324699	0.00005	0.0015492	down
Pbk	chr14:65805836–65817822	0.549558	3.86568	-7.034169	0.00005	0.0015492	down
Tex14	chr11:87405064–87555823	0.266288	1.81074	-6.7999305	0.01255	0.128151	down
Gmnc	chr16:26957235–26989974	0.294189	1.97052	-6.6981375	0.00005	0.0015492	down
Fam83a	chr15:57,985418–58011009	0.137421	0.906131	-6.5938451	0.0038	0.0527118	down
Kntc1	chr5:123749725–123821593	0.179585	1.1453	-6.3774956	0.00005	0.0015492	down
Ckap2	chr8:22168151–22185819	0.73018	4.64288	-6.3585596	0.00005	0.0015492	down
4933403O08Rik	chrX:112239048–112243852	0.15683	0.996082	-6.3513356	0.0223	0.186433	down
Lrrc17	chr5:21483846–21645605	0.483547	3.02097	-6.2475043	0.0001	0.0028309	down
Slc10a5	chr3:10331733–10335656	0.455844	2.59509	-5.6929246	0.00005	0.0015492	down
4930578C19Rik	chrX:18414880–18461397	0.926166	5.0221	-5.4224694	0.00015	0.0040133	down
Ces2e	chr8:104926259–104934672	0.415766	2.23277	-5.3702528	0.00005	0.0015492	down
Prss35	chr9:86743632–86758272	0.174285	0.900453	-5.1665456	0.0003	0.007291	down
Fam64a	chr11:72042031–72047370	0.458055	2.32908	-5.0846906	0.00045	0.0101309	down
5830454E08Rik	chr9:120577330–120578073	0.202576	1.01435	-5.0072552	0.02245	0.187151	down
Hist1h2bp	chr13:21787460–21789213	0.420843	2.10283	-4.9966806	0.01565	0.148535	down
Cyp2ab1	chr16:20308386–20323065	0.551711	2.70829	-4.9089008	0.00005	0.0015492	down
Ccdc129	chr6:55836894–55978735	1.18027	5.68789	-4.8191209	0.00005	0.0015492	down

### GO and KEGG analyses of DE mRNAs

To investigate the potential function of the mRNAs, GO and KEGG pathway enrichment analyses of the DE mRNAs were performed. The GO analysis results, including BP, CC and MF categories are shown. For the up-regulated mRNAs, response to stress, extracellular region and protein binding are the most enriched GO terms in BP, CC and MF categories, respectively (Fig. 5a). 

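The up-regulated mRNAs at the thresholds of the paper were rich in genes for proteins outside the cell. Of 917 tested genes annotated to the extracellular region, 45 were among them, where 12.7 would be by chance (one-sided Fisher's exact test, adjusted p = 1.55e-11). The extracellular space, a part of that region, held 45 of 814 (11.3 by chance, adjusted p = 3.94e-13). The other cellular component terms past the threshold were cell surface, extracellular exosome and plasma membrane. Of molecular functions, cytokine activity had 9 genes of 117 (1.62 by chance), and chemokine activity, hormone activity and lipopolysaccharide binding also passed, all at an adjusted p of 0.0457. Protein binding had 58 genes of 3682, where 51.0 would be by chance (adjusted p = 1). The background was the tested genes with an annotation in the file, 13934 for cellular components and 13716 for molecular functions, and p was adjusted over 704 and 1556 terms. Cytokine activity was lost without Control 2, Control 3 or PBLI G5 (adjusted p = 0.418, 0.0993 and 0.114) and with a pseudocount of 1, either other filter, RLE scaling, no trend, sample weights or the genes at an adjusted p. No molecular function at all passed without PBLI G5, with a pseudocount of 1, either other filter, RLE scaling, no trend or sample weights. Biological process terms were not analysed here.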

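Genes of the mitotic cell cycle had their highest values in 1 control library. The median of 74 such genes was 1.23 above the control mean in Control 1, on the log2 scale, and -0.51 to -0.93 in the other 5 libraries. By limma 0 of the 74 passed at an adjusted p under 0.05, over all genes or adjusted over the list alone. The median log2 fold change of the list was -0.85, and it was -0.24 without Control 1. By camera the list was lower (adjusted p = 3.71e-09, and 0.00282 without Control 1), with adjusted p = 0.478 with an estimated correlation. By fry, which tests a list against no change, it was 0.289. Genes of DNA replication (47 measured, 0 passed, camera adjusted p = 2.69e-05, 0.478 with an estimated correlation) and replication-dependent histones (63 measured, 0 passed, 0.0013 and 0.581) were also highest in Control 1, with medians of 0.57 and 0.85 there. Without Control 1 the adjusted p by camera was 0.0778 for DNA replication and 0.914 for the histones, whose direction reversed. Markers of red blood cells and their precursors moved with them, with a median of 0.51 in Control 1.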

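The down-regulated mRNAs at the thresholds of the paper held 27 of the 917 genes of the extracellular region (10.8 by chance, one-sided Fisher's exact test, adjusted p = 0.00608), 11 of 220 of the external side of the plasma membrane and 3 of 7 of a vacuole membrane around pathogens, the interferon-induced GTPase genes Gbp6, Gbp9 and Iigp1 (adjusted p = 0.0138 for both). Carbohydrate binding had 10 genes of 144 (1.62 by chance, adjusted p = 0.00784). The centromeric region of chromosomes held 6 of 123 (1.45 by chance, adjusted p = 0.234), namely Birc5, Bub1, Hells, Oip5, Spag5 and Tex14. That term had 2 genes without Control 1 (adjusted p = 1), 9 without Control 2 (0.00917) and 13 without Control 3 (1.79e-04). The extracellular region was lost without Control 1 (adjusted p = 1), Control 2 (0.0789) or PBLI G3 (0.0960), and carbohydrate binding without Control 1, 2 or 3 or PBLI G5 (0.667, 0.612, 0.134 and 1). Only 1 cellular component passed without Control 1, with a pseudocount of 1 or with quantile normalization. The terms of the external side and of the vacuole membrane therefore did not both pass there.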

The most enriched GO terms among the down-regulated mRNAs are mitotic cell cycle process in the BP category, chromosome, centromeric region in the CC category and carbohydrate derivative binding in the MFs category (Fig. 5b). 

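Several genes through which tissue answers tumor necrosis factor rose in the PBLI group, while Tnf itself was at 0.710, 0.285 and 0.800 FPKM in the control libraries and at 0.742, 0.726 and 1.69 in the PBLI libraries (limma, adjusted p = 0.452). Socs3, an inhibitor of cytokine signaling (chromosome 11, 117966079 to 117970047), rose from 7.78 ± 0.432 to 27.7 ± 2.47 FPKM (SD, n = 3 each, log2 fold change 1.77, standard error 0.11, limma, adjusted p = 0.00165). Bcl3, a partner of NF-kB, rose from 4.66 ± 0.919 to 16.9 ± 0.661 FPKM, Junb from 15.3 ± 1.33 to 31.8 ± 1.74, and Ptgs2, the inducible cyclooxygenase, from 5.94 ± 0.271 to 19.8 ± 6.06. The receptor gene Tnfrsf1a was at 52.3, 48.0 and 43.4 FPKM in the control libraries and at 74.9, 75.1 and 73.2 in the PBLI libraries (limma, adjusted p = 0.0206). Of 61 measured genes of TNF signaling 6 rose (13 rose and 1 fell adjusted over the list alone). Of 74 cytokines and cytokine receptors 6 rose and 1 fell (14 and 5 adjusted over the list alone). Gdf15, a cytokine made under stress, rose from 0.369 ± 0.358 to 4.14 ± 0.511 FPKM, Il1r2 from 0.459 ± 0.273 to 6.86 ± 3.22, and the oncostatin M receptor gene Osmr from 38.6 ± 3.85 to 70.8 ± 7.38. The chemokine gene Cxcl12 fell from 54.5 ± 4.74 to 25.6 ± 1.70 FPKM. Tnf and Tnfrsf1a were chosen after their values were seen.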

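Of 107 tested genes of the TNF signaling pathway in KEGG, 9 were up-regulated at the thresholds of the paper where 2.00 would be by chance (one-sided Fisher's exact test over 5233 annotated genes and 287 terms, adjusted p = 0.0111). They were Bcl3, Ccl20, Cxcl1, Cxcl2, Il1b, Junb, Mmp3, Ptgs2 and Socs3. Cytokine-cytokine receptor interaction had 12 of 181 (3.39 by chance, adjusted p = 0.0111). Among the 12, Csf3r, Cxcr2, Il1b and Ccr1, chosen after their values were seen, were high in PBLI G3 and G4 but not in PBLI G5, as the neutrophil markers were (Cxcr2 at 29.2, 24.7 and 5.29 FPKM, Il1b at 73.4, 60.1 and 10.0). Glutathione metabolism had 7 of 51 (0.955 by chance, adjusted p = 0.00551), and it kept an adjusted p under 0.05 in every alternative run. Legionellosis, with 8 of 52 genes (adjusted p = 0.00124), and chemical carcinogenesis, with 6 of 47 (0.0123), also passed. The TNF term was lost without Control 3 (adjusted p = 0.0863) or PBLI G3 (0.106), with a mean FPKM of at least 1 (0.116) and with the genes at an adjusted p (0.456). The cytokine term was lost without Control 2 (0.213), Control 3 (0.960), PBLI G3 (0.104) or PBLI G4 (0.191), without a filter (0.278), without the trend (0.162) and with the genes at an adjusted p (0.775). Chemical carcinogenesis was lost without Control 1 (0.384) or PBLI G3 (0.0543).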

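By camera the lists of TNF signaling and of cytokines were higher (adjusted p = 7.31e-04 and 0.0074), but adjusted p = 0.211 for both with an estimated correlation. By fry they were higher (adjusted p = 0.0130 and 0.0226). Over all genes the rises in the TNF list were 3 without Control 1, 1 without Control 2, 4 without Control 3 or PBLI G4, 2 without PBLI G3 and 9 without PBLI G5 (6 adjusted over the list alone without Control 2). Those in the cytokine list were 1, 0, 2, 0, 2 and 12 without Control 1, 2 and 3 and PBLI G3, G4 and G5 (10, 7, 10, 10, 10 and 20 adjusted over the list alone). Of the 10 genes that passed among those named for these lists, 5, 1 and 7 passed without Control 1, 2 and 3, and 3, 7 and 9 without PBLI G3, G4 and G5, Socs3 each time.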

KEGG pathway analysis indicated that the up-regulated mRNAs might be involved in the TNF signaling pathway and cytokine-cytokine receptor interaction (Fig. 5c). 

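Genes that repair DNA crosslinks and broken DNA were mostly not separable from the spread of the libraries. Of 43 measured genes of the Fanconi anemia pathway 1 fell, over all genes and adjusted over the list alone. This was Fancc, a subunit of the complex that recognizes crosslinked DNA (chromosome 13, 63285043 to 63497278), which went from 18.0 ± 1.51 to 8.82 ± 1.22 FPKM (SD, n = 3 each, log2 fold change -0.99, standard error 0.13, limma, adjusted p = 0.0175). Of 33 genes of homologous recombination 0 passed by limma, over all genes or adjusted over the list alone. Fancd2, which encodes a protein recruited to crosslinked DNA, was at 4.87, 2.18 and 1.87 FPKM in the control libraries and at 0.507, 1.21 and 0.248 in the PBLI libraries (log2 -1.58, limma, adjusted p = 0.106). It was highest in Control 1, the library in which mitotic genes were highest. Over all genes Fancc did not pass without Control 1, 2 or 3 (adjusted p = 0.0839, 0.0929 and 0.0591) or without PBLI G3 or G4 (0.0557 and 0.0562).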

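At the thresholds of the paper 2 of 48 KEGG genes of the Fanconi anemia pathway were down-regulated (0.596 by chance, one-sided Fisher's exact test, adjusted p = 1), and 2 of 27 of homologous recombination (0.335 by chance, unadjusted p = 0.0437, adjusted p = 1). Without Control 3 the Fanconi term had 6 genes (adjusted p = 0.0283), and without Control 1 the terms had 1 and 0 genes. The KEGG term past the threshold was graft-versus-host disease with 5 of 40 genes (adjusted p = 0.0342), the major histocompatibility gene H2-Ob, the natural killer receptor genes Klra3, Klra7 and Klrd1 and the perforin gene Prf1. It was lost without Control 1, 2 or 3 or PBLI G5 (adjusted p = 0.3, 0.157, 0.398 and 0.925), and also with a pseudocount of 1, a mean FPKM of at least 1, no filter, quantile normalization, RLE on FPKM, no trend, sample weights or the genes at an adjusted p (0.165 to 1). By camera the lists of the Fanconi anemia pathway and of homologous recombination were lower (adjusted p = 0.00433 and 0.00193). They no longer passed without Control 1 (0.0919 and 0.0778) or with an estimated correlation (0.468 and 0.478). By fry, which tests a list against no change, the adjusted p was 0.176 and 0.227.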

For the down-regulated mRNAs, the Fanconi anemia pathway and homologous recombination might play an essential role in PBLI (Fig. 5d).

**Fig. 5:**
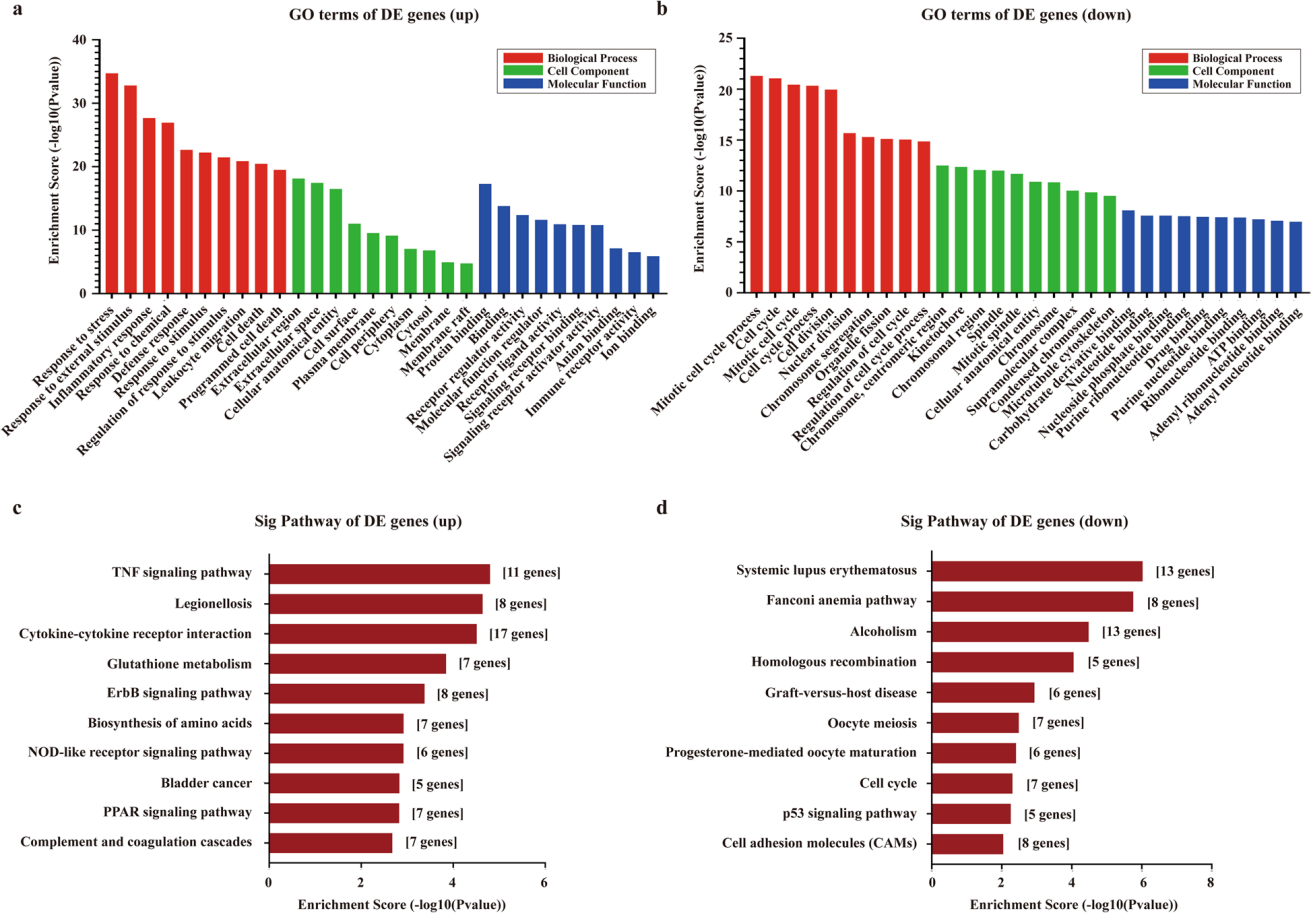
GO and KEGG analyses of DE mRNAs. **a-b** GO analysis. **a** up-regulated, **b** down-regulated. **c-d** KEGG signaling pathway analysis of DE mRNAs. **c** up-regulated, **d** down-regulated

### PPI network, molecular complex detection analysis and hub gene identification

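In the part of the network drawn in Fig. 6, 53 measured genes are colored as down-regulated and 29 as up-regulated. All 53 were lower in the PBLI group, and all 53 had their highest value in Control 1. By limma 1 of them passed at an adjusted p under 0.05, the microfibril gene Mfap5, and 10 passed at the thresholds of the paper. The median log2 fold change of the 53 was -0.97, and it was -0.36 without Control 1. All 29 others were higher in the PBLI group, 15 at an adjusted p under 0.05 by limma and 21 at the thresholds of the paper, with a median log2 fold change of 1.27. Without Control 1, 7 of the 29 passed, and without PBLI G5, 17. These genes were chosen by the study on the same libraries.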

A PPI network including 234 nodes and 717 edges was built for the 681 DE mRNAs using the STRING database (Fig. 6). Subsequently, we used the MCODE method to screen hub genes from the PPI network, and the first module was selected after MCODE analysis (Fig. 7a). 

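The module in Fig. 7a holds 20 genes, which act in chromosome segregation and cell division. All 20 were lower in the PBLI group, with log2 fold changes from -1.60 to -0.61 and a median of -1.09, and all 20 had their highest value in Control 1. By limma 0 of the 20 passed at an adjusted p under 0.05, with 5 at the thresholds of the paper. In 7 of them the groups did not overlap, where chance gives 10% and all genes tested gave 27.7%. Without Control 1, 19 were above the limit on FPKM, their median was -0.33, and 1 passed at the thresholds of the paper. The study chose the module on these libraries, so its direction is not independent evidence.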

According to the MCC algorithm, the top 10 genes in the PPI network were obtained as hub genes, including Cenpf, Ndc80, Cdk1, Aurkb, Ttk, Aspm, Ccnb1, Kif11, Bub1 and Top2a (Fig. 7b), which are all down-regulated.

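All 10 hub genes were lower in the PBLI group, with log2 fold changes from -0.70 to -1.35, and each was highest in Control 1. Top2a, the topoisomerase that untangles DNA before cell division (chromosome 11, 98992943 to 99024189), was at 44.4, 9.12 and 5.88 FPKM in Control 1, 2 and 3 and at 4.32, 7.45 and 5.81 in PBLI G3, G4 and G5. Cdk1, the kinase that starts mitosis (chromosome 10, 69335146 to 69352938), was at 13.7, 2.95 and 4.19 FPKM against 2.60, 2.34 and 1.43 (log2 -1.25, limma, adjusted p = 0.234). Bub1, a kinase of the spindle checkpoint, was at 11.5, 3.00 and 1.84 FPKM against 1.42, 1.43 and 1.12 (log2 -1.35, limma, adjusted p = 0.237). Aurkb, a mitotic kinase, was at 12.0, 1.43 and 1.12 FPKM against 1.24, 1.43 and 1.02, and the centromere gene Cenpf at 11.6, 1.36 and 1.10 against 0.695, 1.25 and 1.35. The mean of log2(FPKM + 0.5) over the 10 genes was 3.29, 1.14 and 1.02 in the control libraries and 0.60, 1.00 and 0.71 in the PBLI libraries, a difference of -1.04 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).

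**Figure D3:**
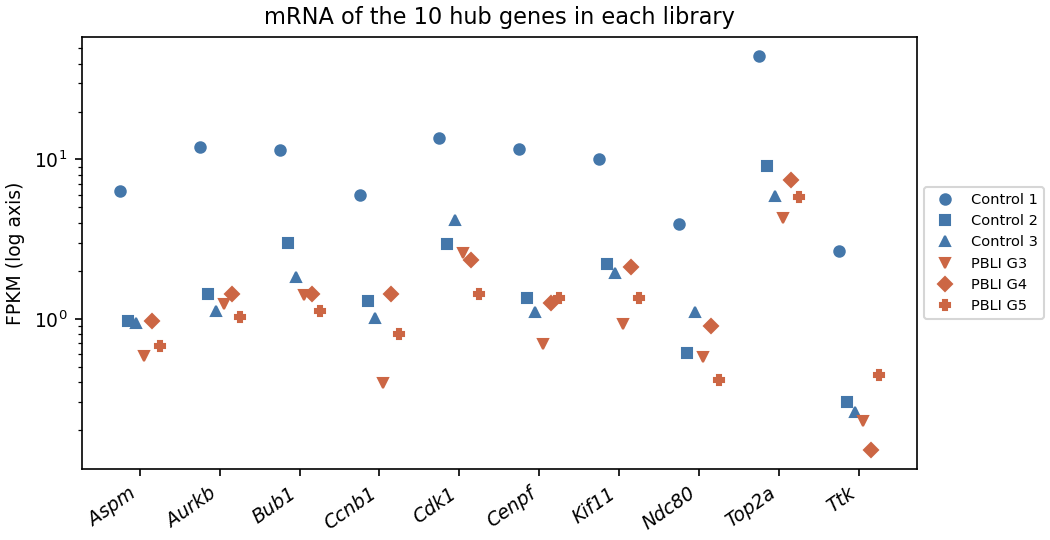
FPKM of the 10 hub genes in each library, on a log axis. Control libraries are blue, PBLI libraries orange, and each symbol is 1 library. Control 1 lies above the other 5 libraries for each gene, at 44.4 FPKM for Top2a.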

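By limma 0 of the 10 hub genes passed at an adjusted p under 0.05 (range 0.234 to 0.513), and 2, Cdk1 and Bub1, passed at the thresholds of the paper. Without Control 1, 9 of the 10 were above the limit on FPKM, none passed at the thresholds of the paper, and the difference of the means was -0.34 (exact permutation test, p = 0.2). By camera the 10 genes as a list were lower (adjusted p = 0.00433). They no longer passed without Control 1 (0.0570) or with an estimated correlation (0.478). By fry, which tests a list against no change, the adjusted p was 0.289. The study chose them on these libraries, so their shared direction is not independent evidence.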

**Fig. 6:**
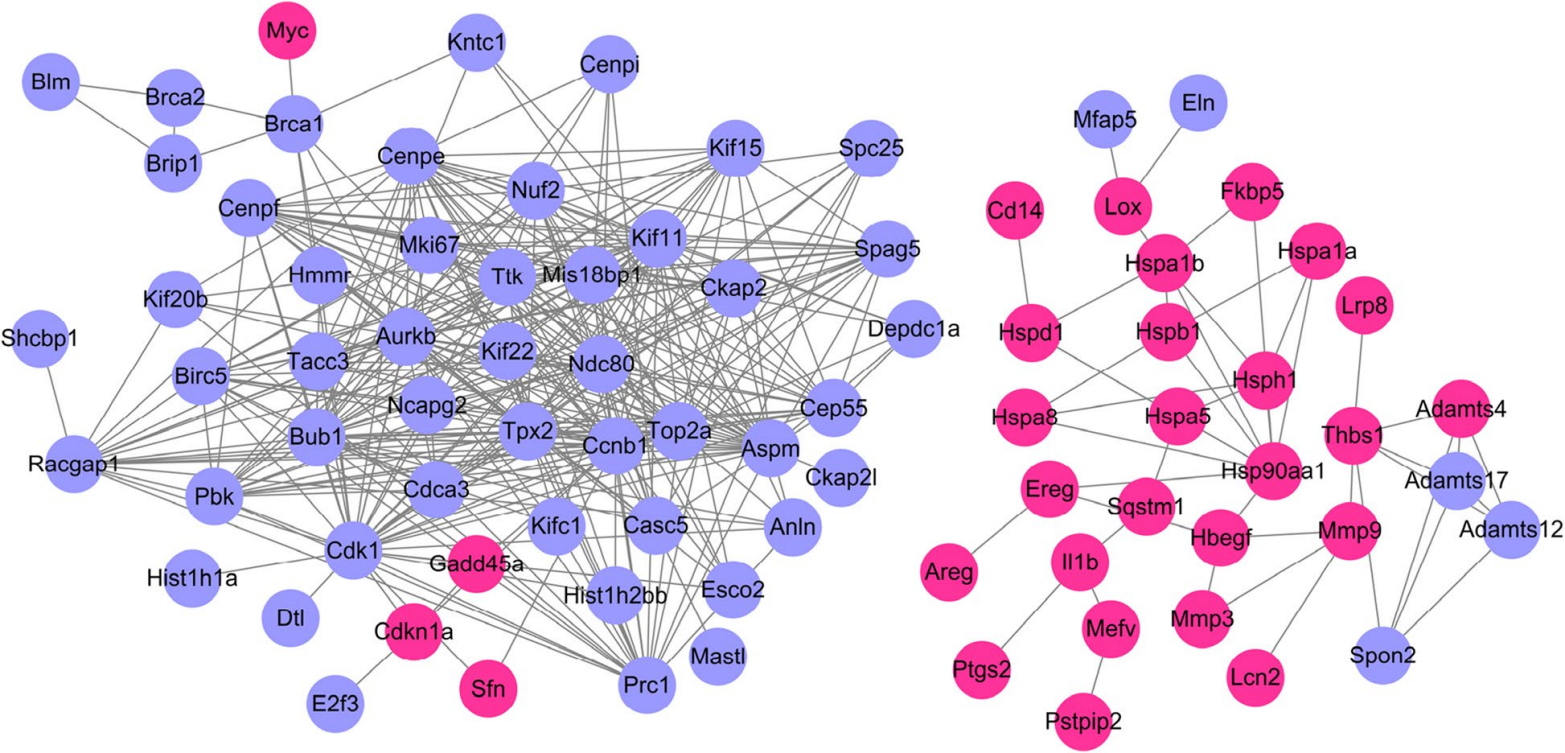
PPI network of the differentially expressed mRNAs. Purple represents downregulated mRNAs and pink represents up-regulated mRNAs

**Fig. 7:**
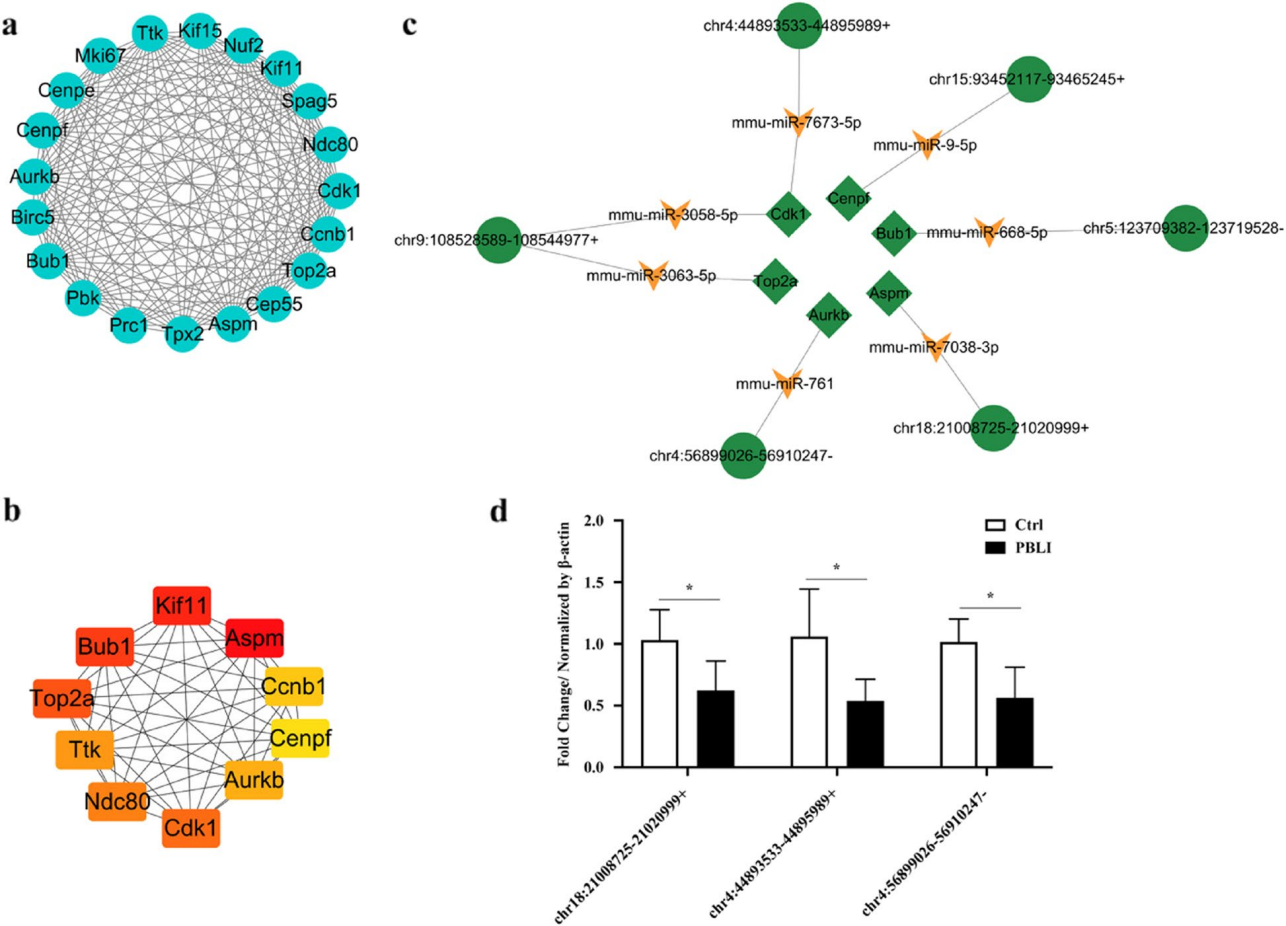
Hub gene identification and construction of a circRNA-miRNA-hub gene network. **a** Selected module of the PPI network. **b** Hub gene network. **c** circRNA-miRNA-hub gene network. The triangle, quadrilateral and circle represent miRNA, mRNA and circRNA, respectively. **d** Validation of circRNAs in circRNA-miRNA-hub gene network by qRT-PCR. The results are presented as the mean ± SD. *P < 0.05

### Construction of a circRNA-miRNA-hub gene network

To construct the circRNA-miRNA-hub gene network, hub gene-related miRNAs, and top 20 DE circRNAs targeted miRNAs were predicted. As shown in Fig. 7c, the network consist of 6 circRNAs (chr18:21008725–21020999 + , chr4:44893533–44895989 + , chr4:56899026–56910247-, chr5:123709382–123719528-, chr9:108528589–108544977 + and chr15:93452117–93465245 +), 7 miRNAs (mmu-miR-3058-5p, mmu-miR-3063-5p, mmu-miR-668-5p, mmu-miR-7038-3p, mmu-miR-761, mmu-miR-7673-5p and mmu-miR-9-5p) and 6 mRNAs (Aspm, Aurkb, Bub1, Cdk1, Cenpf and Top2a) with 18 nodes and 14 edges was constructed. 

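The 6 circRNAs had 4 to 7 junction reads over the control libraries and 0 over the PBLI libraries. The circRNA from Tmem245 (chromosome 4, 56899026 to 56910247) had 2, 2 and 3 reads in Control 1, 2 and 3, at least 2.80-fold more than the PBLI group when set against 3 reads. CircRNAs from the ubiquitin ligase gene Rnf138 (chromosome 18, 21008725 to 21020999) and from Zcchc7 (chromosome 4, 44893533 to 44895989) each had 1, 3 and 2 reads. Those from Zcchc8 (chromosome 5, 123709382 to 123719528) and Qrich1 (chromosome 9, 108528589 to 108544977) had 3, 1 and 2 and 2, 1 and 3 reads. The circRNA from Pphln1 (chromosome 15, 93452117 to 93465245) had 2, 1 and 1 reads. By edgeR's quasi-likelihood test the adjusted p was 0.586 for each of the 6. The mRNA of the host genes had log2 fold changes from -0.34 to 0.02 (limma, adjusted p from 0.247 to 0.941). The hub genes Aspm, Aurkb, Bub1, Cdk1, Cenpf and Top2a in the network were lower in the PBLI group and highest in Control 1, and the miRNAs were not measured in these libraries. From reported roles of these genes, the paper proposes that they take part in immune regulation and the balance of inflammation in PBLI. It also proposes regulatory roles of the 6 circRNAs in the course of PBLI.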

And chr18:21008725–21020999 + , chr4:44893533–44895989 + and chr4:56899026–56910247- were randomly selected for validation of circRNAs in the network. The results showed significant changes in the expression of these circRNAs in the lung tissue of mice exposed to the blast wave (Fig. 7d).

## Discussion

Explosions can cause severe internal pulmonary injury despite tiny injuries observed on the external chest. This makes it difficult for PBLI to be diagnosed early. Therefore, early diagnosis and treatment are particularly important for victims suffering from PBLI [27]. Currently, PBLI is diagnosed with clinical manifestations such as hypoxemia and respiratory dysfunction, combined with chest X-ray and chest CT examination [28, 29], which are commonly performed in hospitals instead of rescue sites. In addition, although many studies and therapeutic trials have been conducted, at the present stage, the treatment of PBLI is predominantly supportive and symptomatic [6]. Due to the complexity and difficulty in diagnosis and treatment, the mortality rate of PBLI is extremely high. Therefore, the development of rapid diagnosis and specific treatment strategies is particularly important for reducing mortality. In this study, we constructed a circRNA-miRNA-hub gene network to explore the role of circRNAs in PBLI, aiming to provide new ideas for the PBLI diagnosis and treatment.

CircRNAs are a unique class of non-coding RNAs, as they are more abundant, more stable, and have certain tissue specificity than other types of RNA. CircRNAs are considered to be promising biomarkers and potential therapeutic targets of many diseases. CircRNA has been reported to be associated with a variety of diseases. For example, Wang et al., reviewed circRNAs that associated with cancers, including gastric cancer, breast cancer, lung cancer and pancreatic cancers [12]. Yang et al., demonstrated that circ_0054633 is highly expressed in lipopolysaccharides (LPS)-induced acute lung injury model both in vivo and in vitro. Silencing of circ_0054633 alleviates LPS-induced ALI via the NF-κB signaling pathway, suggesting that circ_0054633 may be a potential biomarker for the diagnosis and treatment of ALI [30]. In this study, the DE circRNAs in PBLI were selected. The changes in the expression of these circRNAs induced by PBLI indicate that these circRNAs may be involved in PBLI. Which provides a basis for the screening of PBLI diagnostic and treatment markers.

There is growing evidence that circRNAs can act as ceRNA by sponging miRNA by mitigating the inhibition of miRNAs on their target. As the mechanism of PBLI is still unclear, the circRNA related to PBLI is basically not studied, the correlation between circRNA and PBLI is unknown, and the corresponding PBLI database and circRNA-PBLI association prediction methods are lacking. The application of bioinformatics methods to predict DE circRNA-targeted miRNAs and construct ceRNA networks is crucial for screening possible circRNAs and inferring the possible mechanism of action of circRNAs in PBLI. In this study, the circRNA-miRNA-hub gene network consisting of 6 circRNAs, 7 miRNAs and 6 mRNAs was constructed. These circRNA-targeted mRNAs play an important role in inflammation and oxidative stress, which is responsible for the high mortality rate of PBLI [31, 32]. For example, it has been reported that in hepatocellular carcinoma, the expression levels of CDK1 was positively correlated with the infiltration levels of CD4^+^ T cells, CD8^+^ T cells, neutrophils, macrophages and dendritic cells, suggesting that this gene may be involved in the recruitment and regulation of infiltrating cells in the immune microenvironment [33]. And in Bleomycin-induced ALI, the protein expression of Top2a was up-regulated, which leads to persistent inflammation and aggravation of alveolar epithelium [34]. Thus, these genes may be involved in immune regulation and inflammation balance in PBLI. And the 6 circRNAs (chr18:21008725–21020999 + , chr4:44893533–44895989 + , chr4:56899026–56910247-, chr5:123709382–123719528-, chr9:108528589–108544977 + and chr15:93452117–93465245 +) that in the circRNA-miRNA-hub gene network may also play important regulatory roles in the progression of PBLI, and may be used as targets for the diagnosis and treatment of PBLI.

As mentioned above, we used bioinformatics methods to explore PBLI-associated circRNAs. At present, more and more computational methods have been widely used in the field of bioinformatics, and computational models can effectively predict potential circRNA-disease associations, which is time-saving and inexpensive. These computational models can be broadly divided into two categories, those based on network algorithms and those based on machine learning [12]. For example, Zhao et al. developed the computational method of IBNPKAT and Ge et al., developed LLCDC [35, 36]. These methods obtain circRNA information, disease information and circRNA-disease associations from the database, and use circRNA similarity and disease similarity to infer potential circRNA-disease relationship. Case studies show that these methods are effective in predicting circRNAs associated with human disease and do not require negative samples. With the help of these computational models, the correlation between circRNAs and disease can be quickly deduced and potential circRNAs can be screened. In addition to circRNAs, computational models successfully developed for other research areas will significantly accelerate the prediction of PBLI related ncRNAs. For instance, based on network distance analysis model (NDALMA), and graph convolutional neural network and conditional random field model (GCNCRF) for lncRNA-miRNA association prediction, as well as based on deep learning predictive model (DMFGAM) for predicting drug-target interactions [37–39]. It is believed that these computational biology methods will provide new insights into the molecular mechanism and treatment strategies of PBLI in the future.

## Conclusions

In conclusion, this study delineated the expression profiles of circRNAs and constructed circRNA-miRNA-hub gene network in PBLI for the first time, which may provide new ideas for the diagnosis and treatment of PBLI.

## Data Availability

The transcriptome high throughput sequencing data were deposited in GEO with accession number of GSE195726 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195726) Enter token sxkpeqiujlybdcj into the box.

## References

[1] Mathews ZR, Koyfman A (2015). Blast Injuries. J Emerg Med.

[2] Junuzovic M (2022). Explosion fatalities in Sweden, 2000–2018. Med Sci Law.

[3] Hua W, Chen J, Qin Q, Wan Z, Song L (2021). Causation analysis and governance strategy for hazardous cargo accidents at ports: case study of Tianjin Port's hazardous cargo explosion accident. Mar Pollut Bull.

[4] Cheng TM, Lin Y, Gu DQ, Luo CK, Zheng HE (1984). Ultrastructural changes of bone marrow megakaryocytes in several types of injury. Burns Incl Therm Inj.

[5] Qi XL, Hao J, Huang LJ, Wu S, Ma HH, Ye ZQ, He HB, Li SW, Li CE, Huang X (2018). Apoptotic mechanisms in rabbits with blast-induced acute lung injury 1. Acta Cir Bras.

[6] Chen K, Yang J, Xiao F, Chen J, Hu W, Wang X, Wang L, Du J, Jiang J, He Y (2020). Early peritoneal dialysis ameliorates blast lung injury by alleviating pulmonary edema and inflammation. Shock.

[7] Mishra SK, Kumar BS, Khushu S, Singh AK, Gangenahalli G (2017). Early monitoring and quantitative evaluation of macrophage infiltration after experimental traumatic brain injury: a magnetic resonance imaging and flow cytometric analysis. Mol Cell Neurosci.

[8] Wang H, Zhang WJ, Gao JH, Liu JR, Liu ZY, Xia BQ, Fan XL, Li CZ, Qian AR (2020). Global gene expression profiling of blast lung injury of goats exposed to shock wave. Chin J Traumatol.

[9] Yang C, Dong-Hai Z, Ling-Ying L, Yong-Hui Y, Yang W, Li-Wei Z, Rui-Guo H, Jia-Ke C (2019). Simulation of blast lung injury induced by shock waves of five distances based on finite element modeling of a three-dimensional rat. Sci Rep.

[10] Altesha MA, Ni T, Khan A, Liu K, Zheng X (2019). Circular RNA in cardiovascular disease. J Cell Physiol.

[11] Ye Y, Zhang L, Hu T, Yin J, Xu L, Pang Z, Chen W (2021). CircRNA_103765 acts as a proinflammatory factor via sponging miR-30 family in Crohn's disease. Sci Rep.

[12] Wang CC, Han CD, Zhao Q, Chen X (2021). Circular RNAs and complex diseases: from experimental results to computational models. Brief Bioinform.

[13] Kristensen LS, Andersen MS, Stagsted LVW, Ebbesen KK, Hansen TB, Kjems J (2019). The biogenesis, biology and characterization of circular RNAs. Nat Rev Genet.

[14] Tay Y, Rinn J, Pandolfi PP (2014). The multilayered complexity of ceRNA crosstalk and competition. Nature.

[15] Gene Ontology Consortium. Gene Ontology Consortium: going forward. Nucleic Acids Res. 2015;43(Database issue):D1049–1056.10.1093/nar/gku1179PMC438397325428369

[16] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res.

[17] Jin X, Feng CY, Xiang Z, Chen YP, Li YM (2016). CircRNA expression pattern and circRNA-miRNA-mRNA network in the pathogenesis of nonalcoholic steatohepatitis. Oncotarget.

[18] Deng Y, Song H, Xiao Y, Zhao Y, Chu L, Ding J, Shen X, Qi X (2022). High-Throughput Sequencing to Investigate lncRNA-circRNA-miRNA-mRNA Networks Underlying the Effects of Beta-Amyloid Peptide and Senescence on Astrocytes. Front Genet.

[19] Su D, Huang Y, Liu D, Huang Y, Ye B, Qin S, Chen C, Pang Y (2022). Bioinformatic analysis of dysregulated circular RNAs in pediatric pulmonary hypertension linked congenital heart disease. Transl Pediatr.

[20] Meng XY, Lu QY, Zhang JF, Li JF, Shi MY, Huang SY, Yu SF, Zhao YM, Fan HJ (2022). A novel animal model of primary blast lung injury and its pathological changes in mice. J Trauma Acute Care Surg.

[21] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[22] Kanehisa M (2019). Toward understanding the origin and evolution of cellular organisms. Protein Sci.

[23] Kanehisa M, Furumichi M, Sato Y, Kawashima M, Ishiguro-Watanabe M (2023). KEGG for taxonomy-based analysis of pathways and genomes. Nucleic Acids Res.

[24] Chen S, Zhang Y, Ding X, Li W (2022). Identification of lncRNA/circRNA-miRNA-mRNA ceRNA Network as Biomarkers for Hepatocellular Carcinoma. Front Genet.

[25] Xiong DD, Dang YW, Lin P, Wen DY, He RQ, Luo DZ, Feng ZB, Chen G (2018). A circRNA-miRNA-mRNA network identification for exploring underlying pathogenesis and therapy strategy of hepatocellular carcinoma. J Transl Med.

[26] Liu X, Zeng Y, Liu Z, Li W, Wang L, Wu M (2022). Bioinformatics analysis of the circRNA-miRNA-mRNA network for atrial fibrillation. Medicine (Baltimore).

[27] Xue YQ, Wu CS, Zhang HC, Du J, Sun JH, Zhang AQ, Zeng L, Zhang M, Jiang JX (2020). Value of lung ultrasound score for evaluation of blast lung injury in goats. Chin J Traumatol.

[28] Scott TE, Kirkman E, Haque M, Gibb IE, Mahoney P, Hardman JG (2017). Primary blast lung injury - a review. Br J Anaesth.

[29] Peng LH, Guo GH (2016). Advances in the research of blast lung injury. Zhonghua Shao Shang Za Zhi.

[30] Yang CL, Yang WK, He ZH, Guo JH, Yang XG, Li HB (2021). Quietness of circular RNA circ_0054633 alleviates the inflammation and proliferation in lipopolysaccharides-induced acute lung injury model through NF-κB signaling pathway. Gene.

[31] Smith JE (2011). The epidemiology of blast lung injury during recent military conflicts: a retrospective database review of cases presenting to deployed military hospitals, 2003–2009. Philos Trans R Soc Lond B Biol Sci.

[32] Smith JE (2011). Blast lung injury. J R Nav Med Serv.

[33] Zou Y, Ruan S, Jin L, Chen Z, Han H, Zhang Y, Jian Z, Lin Y, Shi N, Jin H (2020). CDK1, CCNB1, and CCNB2 are Prognostic Biomarkers and Correlated with Immune Infiltration in Hepatocellular Carcinoma. Med Sci Monit.

[34] Shaikh SB, Najar MA, Prabhu A, Rex DAB, Chanderasekaran J, Behera SK, Modi PK, Prasad TSK, Bhandary YP (2021). The unique molecular targets associated antioxidant and antifibrotic activity of curcumin in in vitro model of acute lung injury: A proteomic approach. BioFactors.

[35] Zhao Q, Yang Y, Ren G, Ge E, Fan C (2019). Integrating Bipartite Network Projection and KATZ Measure to Identify Novel CircRNA-Disease Associations. IEEE Trans Nanobioscience.

[36] Ge E, Yang Y, Gang M, Fan C, Zhao Q (2020). Predicting human disease-associated circRNAs based on locality-constrained linear coding. Genomics.

[37] Zhang L, Yang P, Feng H, Zhao Q, Liu H (2021). Using Network Distance Analysis to Predict lncRNA-miRNA Interactions. Interdiscip Sci.

[38] Wang W, Zhang L, Sun J, Zhao Q, Shuai J (2022). Predicting the potential human lncRNA-miRNA interactions based on graph convolution network with conditional random field. Brief Bioinform.

[39] Wang T, Sun J, Zhao Q (2023). Investigating cardiotoxicity related with hERG channel blockers using molecular fingerprints and graph attention mechanism. Comput Biol Med.

How the deposited data were processed for this re-analysis (not part of the article)

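Total RNA of mouse lung was sequenced in 6 libraries, 3 of control mice and 3 of mice at 6 h after a blast wave of 0.5 bar, each made from the pooled right upper lobes of 2 mice. A pool is the unit of replication, so n = 3 per group. The columns of the PBLI libraries are named G3, G4 and G5 and were matched to their group but not to a sample number. No 2 libraries were copies of one another.

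The authors trimmed the reads with cutadapt (1.9.3). For circRNAs they used STAR (2.5.1b) and DCC (0.4.4) on mm10, and the deposited values, as the authors made them, are counts of junction reads without normalization, with at least 2 per circRNA over the 6 libraries. They name edgeR (3.16.5) and TMM for the normalization of these counts, and the test within edgeR is not given in the sources used here. For mRNAs they used hisat2 (2.0.4) and cuffdiff (2.2.1) with the Ensembl annotation. The deposited values, as the authors made them with cuffdiff, are FPKM per protein-coding gene (22564 genes, of which 162 share a symbol with another gene). The paper does not state which library scaling was used in cuffdiff. For lncRNAs the values are FPKM per transcript (31549 transcripts), and the tool is not given in the sources used here. The 18 columns with log-scaled counts of circRNAs and with read counts of mRNAs and lncRNAs were not used here, nor were the biological process terms of the mRNA table.

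CircRNA counts were tested over 3696 circRNAs with edgeR (4.0.16), TMM factors and the quasi-likelihood test. FPKM values were tested with limma (3.58.1, with a mean-variance trend) as log2(FPKM + 0.5) over the genes or transcripts at 0.5 FPKM or more in at least 1 library, 14760 mRNAs and 6772 lncRNA transcripts. No further scaling was applied to FPKM. The paper's thresholds were a fold change of at least 2 and an unadjusted p of at most 0.05, and p was also adjusted by Benjamini and Hochberg's method at 0.05. Of 47 gene lists fixed before the data were examined, 46 had enough measured genes to be tested. They were compared with all other genes by camera with a preset correlation of 0.01, with p adjusted over the lists, and each list was also counted gene by gene, over all genes and within the list. They were also tested by fry, which asks whether the genes of a list change and does not compare them with other genes. Annotated terms of at least 5 tested genes were compared by a one-sided Fisher's exact test, with the tested annotated genes as background and p adjusted within each family and direction. Single values per library were compared by an exact permutation test, whose smallest p is 0.1 for 3 against 3. Relations across circRNAs used 100000 permutations. DESeq2 (1.42.0) was run as an alternative. R (4.3.3), Python (3.11.15), pandas (2.3.3), numpy (2.4.6), scipy (1.17.1) and matplotlib (3.10.9) were used.

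The genes named are those that the paper names in its text, tables and networks, the 10 largest changes in each direction among those past the adjusted threshold with groups apart (for circRNAs, where none passed, the 5 with the smallest p in each direction), and the 4 members with the smallest p of each list. The values in the paper's tables had been seen when this rule was set. Genes of an enriched term are named as its called members. Some genes that the rule gives are not reported here.

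Sequencing depth is not stated in the paper, and the deposited columns of read counts were not used to estimate it. Relative depth was read from the steps between low FPKM values, and it was 1, 0.995 and 1.16 in the control libraries and 1.32, 1.24 and 1.61 in the PBLI libraries. It is an estimate that rests on 33 to 47 genes per library. The tests were tried on simulated data of this size (5 simulations, 200 genes changed in each). Changes were planted in mRNAs and lncRNA transcripts with a mean FPKM of at least 1, and in circRNAs with at least 10 junction reads. At an adjusted p under 0.05, limma found 75.6% of 2-fold and 97.8% of 4-fold changes of mRNAs, with 12.4 false calls on average. For lncRNAs it found 27.6% and 83.2%, with 5.4 false calls on average. The simulated genes and transcripts varied independently and with the same noise in every library, so these values need not hold for the data. The edgeR test found 9.6% of 4-fold and 33.8% of 8-fold changes of circRNAs, and at the paper's thresholds 53.8% and 84% with 83.6 false calls.

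The alternatives tried were other pseudocounts, filters, scalings and tests, and leaving out each library in turn. Added after the results were seen were sample weights, leaving out Control 1 and PBLI G5 together, relative depth in place of TMM, edgeR's likelihood ratio test, the lists without a filter or with RLE scaling, junction reads per depth, and every alternative of the term enrichment.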

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

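The following results concern gene lists or transcripts for which the paper gives no result as defined here, although it names response to stress, draws heat shock genes in Fig. 6 and shows the p53 signaling pathway in Fig. 5d. Each was singled out because members passed at an adjusted p under 0.05 by limma. The lists were fixed before the deposited data were examined. The paper's tables and figures had been read by then, so lists on its themes are not independent of its results. No test in this part was chosen after its result, apart from the alternatives added later as named in the processing summary.

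Of 24 heat shock proteins 13 rose in the PBLI group. Of 36 genes of the unfolded protein and integrated stress response 17 rose. Of 29 immediate early genes of the AP-1 group 5 rose (8 rose and 4 fell adjusted over the list alone, camera adjusted p = 0.052, and 0.0192 without PBLI G4), among them Fosl1 and Ier3, and 2, 0, 2, 1 and 2 rose without Control 1, 2 and 3, PBLI G3 and PBLI G4. Of 21 targets of p53 4 rose. Of 20 neutrophil markers 3 rose. Of 25 genes of the interferon response 3 fell. Of 31 genes of elastic fibers and collagen 3 fell and 1 rose. Of 6772 lncRNA transcripts 2 fell and 0 rose (185 higher and 441 lower at an unadjusted p under 0.05, 268 and 277 with quantile normalization and 328 and 238 with RLE on FPKM), and 1 to 4 fell with 1 library left out.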

How the results depend on the processing

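No paired analysis was possible because the PBLI columns carry names (G3, G4 and G5) that do not tie them to a sample number, so no replicate block could be fitted. The settings chosen after the results were seen are sample weights, leaving out Control 1 and PBLI G5 together, relative depth, the likelihood ratio test, the lists without a filter or with RLE scaling, and all those of the term enrichment. The cause of a change was not tested unless stated. The junction reads limit the circRNA results, and with 1 library fewer the tests have fewer degrees of freedom.

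CircRNAs at the thresholds of the paper (29 higher and 18 lower) numbered 14 and 9 with at least 10 junction reads, where fewer were tested, 4 and 7 with DESeq2, 83 and 66 with the likelihood ratio test, 8 lower with the exact test, and 11 lower without Control 1 and PBLI G5 together. With 1 library left out the lower ones numbered 7 to 14. At an adjusted p under 0.05, 1 was higher with at least 6 junction reads, and 0 to 1 with 1 library left out. The rank correlation of circRNA and host gene was 0.152 with at least 20 junction reads and no longer passed.

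Lower mRNAs at the thresholds of the paper (173) numbered 353 with a pseudocount of 0.1, 112 with a pseudocount of 1, and 145 to 281 with 1 library left out. At an adjusted p under 0.05 (170 higher and 137 lower) there were 106 and 68 without a filter, 70 and 59 without the trend, 644 and 529 with sample weights, 274 higher without Control 1 and PBLI G5 together, and 5 to 311 higher and 0 to 188 lower with 1 library left out. Of the 307, 58 were among the 60 called without Control 1, 276 among the 499 called without PBLI G5, and all 307 among the 1173 called with sample weights. The lncRNA transcripts that fell numbered 5 with a pseudocount of 0.1, 8 without a filter, 0 without Control 1 and PBLI G5 together, and 1 to 4 with 1 library left out, where 0 to 2 rose.

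Of the gene lists camera called 14 higher and 19 lower. With an estimated correlation it called 0 and 0 (lowest adjusted p = 0.211), and fry called 8 and 1. With an estimated correlation the adjusted p was 0.211 for TNF signaling, for cytokines and cytokine receptors and for glutathione and NRF2 targets, 0.478 for the mitotic cell cycle and for homologous recombination and 0.468 for the Fanconi anemia pathway. By fry it was 0.0130 for TNF signaling and for glutathione and NRF2 targets, and 0.0226 for cytokines and cytokine receptors. For the mitotic cell cycle it was 0.289 by fry, for the Fanconi anemia pathway 0.176 and for homologous recombination 0.227. By camera, without Control 1 and PBLI G5 together, it was 0.064 for the Fanconi anemia pathway and 0.115 for homologous recombination, and with 1 library left out it was 6.12e-04 to 0.0919 and 7.70e-05 to 0.0778. The direction reversed, without passing, for the circadian clock (0.910) and the replication-dependent histones (0.285) without Control 1 and PBLI G5 together, for the histones without Control 1 (3.55e-07 to 0.914 with 1 library left out), for monocytes without Control 3, PBLI G3 or PBLI G4 (2.70e-04 to 0.908), for cardiac muscle without PBLI G4 (0.00686 to 0.676) and for alveolar type 1 cells with quantile normalization (0.243). Over the 40 other lists and all settings, 497 comparisons kept direction and side of the threshold, 82 were no longer past it and 11 newly past it.

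KEGG terms of higher mRNAs (5) numbered 12 with sample weights, 9 without Control 1 and PBLI G5 together and 2 to 14 with 1 library left out. KEGG terms of lower mRNAs (1) numbered 0 with a pseudocount of 1, a mean FPKM of at least 1, no filter, quantile normalization, RLE on FPKM, no trend, sample weights or the genes at an adjusted p, and 0 to 6 with 1 library left out. Cellular components of higher mRNAs numbered 3 to 10 with 1 library left out. Those of lower mRNAs (3) numbered 5 with a pseudocount of 0.1, 1 with a pseudocount of 1, 5 with a mean FPKM of at least 1, 1 with quantile normalization and 1 to 15 with 1 library left out. Molecular functions of higher mRNAs (4) numbered 2 with a pseudocount of 0.1, 0 with a pseudocount of 1, a mean FPKM of at least 1, no filter, RLE on FPKM, no trend, sample weights or without Control 1 and PBLI G5 together, 1 with quantile normalization, 2 with the genes at an adjusted p and 0 to 5 with 1 library left out. Those of lower mRNAs (1) numbered 0 with a pseudocount of 1, sample weights, the genes at an adjusted p or without Control 1 and PBLI G5 together, and 0 to 1 with 1 library left out. The adjusted p of the TNF signaling pathway was 0.116 with a mean FPKM of at least 1, 0.456 with the genes at an adjusted p, and 0.00497 to 0.106 with 1 library left out. For cytokine-cytokine receptor interaction it was 0.278 without a filter, 0.162 without the trend, 0.775 with the genes at an adjusted p, and 0.0195 to 0.960 with 1 library left out. For the Fanconi anemia pathway it was 0.0283 to 1 with 1 library left out.

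Of the named mRNAs and lncRNA transcripts (103 in all) under each setting, 3 were no longer past the threshold with a pseudocount of 1, 19 without a filter, 18 without the trend and 10 without Control 1 and PBLI G5 together. Leaving out Control 1, 2 or 3 or PBLI G3, G4 or G5 did this for 35, 57, 25, 49, 20 and 4. The log2 fold change reversed, without passing, for Aurkb without Control 1 and PBLI G5 together (0.053), for Sprr1a under that setting (-0.55) and without PBLI G5 (-0.26 to 2.90 with 1 library left out), and for Qrich1 with quantile normalization (-0.014), sample weights (-0.022), without Control 1 and PBLI G5 together (-0.068) and without Control 1 or PBLI G5 (-0.048 to 0.079 with 1 library left out). Of the 52 named circRNAs 719 comparisons kept direction and side of the threshold and 2 were newly past it.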

Differences from the paper's values

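The likelihood ratio test and all alternatives of the term enrichment were chosen after the values were seen.

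The paper's count of DE circRNAs is 117, with 64 up-regulated and 53 down-regulated. At the same thresholds 47 were called here, 29 higher and 18 lower. All alternatives set before the data were examined also differ from the paper's counts. The likelihood ratio test of edgeR, chosen after seeing the values, gave 149 (83 and 66), within 1.5 times of each of the paper's counts, and dropped 0 of the 40 circRNAs of Table 2. For each of these 40 its p was smaller than the p printed in Table 2. For the circRNAs from Lrch1 and Ints8 it was 0.00180 and 8.00e-05 (likelihood ratio test). The nearness of its counts therefore does not identify the paper's test. The paper's count of DE mRNAs is 681, with 315 up-regulated and 366 down-regulated. At the same thresholds of fold change and unadjusted p, with limma in place of cuffdiff, 377 were called here, 204 higher and 173 lower. The total came within 1.5 times of the paper's with a pseudocount of 0.1 (627) and without Control 3 (515) or PBLI G4 (543), and so did the lower count (353, 281 and 268). The higher count did so under these 3 (274, 234 and 275), with quantile normalization (236) or RLE on FPKM (214), and without PBLI G3 (238) or PBLI G5 (215). The other alternatives set before the data were examined differ.

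The numbers of genes per KEGG term were compared with those printed in Fig. 5c and Fig. 5d, all read by eye. For legionellosis (8 genes) and glutathione metabolism (7 genes) they match. Fig. 5c shows about 8 genes of the ErbB signaling pathway, against 3 here, about 7 of the biosynthesis of amino acids, against 4, about 5 of bladder cancer, against 1, about 7 of the PPAR signaling pathway, against 1, and about 7 of complement and coagulation cascades, against 4, each read by eye. The amino acid and complement terms came within 1.5 times with a pseudocount of 0.1 (7 and 5) and with quantile normalization (7 and 5), and the other 3 under none of the 7 alternatives of pseudocount, filter, scaling and trend. Fig. 5d shows about 13 genes of systemic lupus erythematosus, against 5 here, about 8 of the Fanconi anemia pathway, against 2, about 13 of alcoholism, against 5, about 5 of homologous recombination, against 2, about 7 of oocyte meiosis, against 3, about 6 of progesterone-mediated oocyte maturation, against 3, about 7 of the cell cycle, against 3, about 5 of the p53 signaling pathway, against 2, and about 8 of cell adhesion molecules, against 5, each read by eye. Cell adhesion molecules came within 1.5 times with a pseudocount of 0.1 (7), and the other 8 terms under none of these alternatives.

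The paper's threshold for a term is a p of at most 0.05, and the unadjusted p of the one-sided Fisher's exact test is set against it here. From the down-regulated mRNAs the paper proposes a role in PBLI for the Fanconi anemia pathway and homologous recombination. Homologous recombination passed (Fisher's exact test, p = 0.0437) and the Fanconi anemia pathway did not (Fisher's exact test, p = 0.119). The latter passed with a pseudocount of 0.1 (Fisher's exact test, p = 0.00597) and without Control 2, Control 3, PBLI G3 or PBLI G5 (Fisher's exact test, p = 0.0252, 1.98e-04, 0.0290 and 0.0106), all chosen after seeing the values. Homologous recombination did not pass with a pseudocount of 1, with sample weights, without Control 1, Control 2, PBLI G3, PBLI G4 or PBLI G5, without Control 1 and PBLI G5 together or for the genes at an adjusted p (Fisher's exact test, p = 0.0919 to 1). For the down-regulated mRNAs the paper names the centromeric region of chromosomes as the most enriched cellular component. It passed here (Fisher's exact test, p = 0.00332), after the extracellular region (Fisher's exact test, p = 8.64e-06). For the up-regulated mRNAs the paper names protein binding as the most enriched molecular function, which did not pass here (Fisher's exact test, p = 0.142) and passed with a pseudocount of 1 (Fisher's exact test, p = 0.0158) and for the genes at an adjusted p (Fisher's exact test, p = 0.00455). The paper counts all 10 hub genes as down-regulated mRNAs, and 2 of them, Cdk1 and Bub1, passed its thresholds by limma, while all 10 were lower.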

Other observations

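All the weighing tests below were chosen after the result they bear on was seen, except the thinning of junction reads, and so was the count of other splits.

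Structural cells of the lung also lost or gained a few markers. Of 17 ciliated cell markers 2 fell, over all genes and adjusted over the list alone, among them Ccdc129. Cldn10, a tight junction gene of club cells, fell from 8.46 ± 0.507 to 2.82 ± 0.334 FPKM (SD, n = 3 each, limma, adjusted p = 0.00937), as the only 1 of 10 club cell markers (3 adjusted over the list alone). Emcn, an endothelial surface protein, was the 1 of 18 endothelial markers that fell, and Tcf21, a transcription factor of lipofibroblasts, the 1 of 13 fibroblast markers (1 rose and 5 fell adjusted over the list alone). The surfactant protein gene Sftpd rose, 1 of 13 markers of alveolar type 2 cells, and Upk3b rose among 8 mesothelial markers, at 0.0473, 0 and 0.0410 FPKM in the control libraries and at 1.83, 0.726 and 0.974 in the PBLI libraries. Of 17 clock genes Cry1 rose. For monocytes (8 genes), dendritic cells (8), and alveolar and interstitial macrophages (9 each) no marker passed over all genes by limma. Of Cldn10, Emcn, Tcf21, Sftpd, Upk3b, Cry1 and Pde5a, which all passed over the 6 libraries, 2, 0 and 3 passed without Control 1, 2 and 3, and 0, 3 and 6 without PBLI G3, G4 and G5.

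The lncRNA transcripts that fell were uc029wlz.1 of AB347501 (20.6, 19.1 and 14.5 FPKM in the control libraries) and uc007twb.1 of Mrpl52 (29.4, 23.6 and 9.88), both near 0 in every PBLI library. Both values are estimates for 1 of several transcripts of a locus.

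The paper measured some circRNAs by qRT-PCR. It reports that those picked from its DE circRNAs changed as in the sequencing, and that those picked from its network changed significantly. The former are given here, and all but the one from Lnp had few junction reads. The circRNA from Lnp (chromosome 2, 74568941 to 74573626) had 1, 4 and 3 reads in the control libraries and 6, 11 and 12 in the PBLI libraries (ratio 3.02, 1.35 to 7.64), and that from Emb (chromosome 13, 117249272 to 117249786) had 0 against 2, 3 and 0. That from Pde5a (chromosome 3, 122794260 to 122804609) had 1, 2 and 1 reads against 0, and that from Anapc1 (chromosome 2, 128675671 to 128676247) had 0, 4 and 2 against 0. The mRNA of Pde5a fell (log2 -1.18, limma, adjusted p = 0.0351).

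Over 422 circRNAs with at least 10 reads and a tested host gene, the fold changes of circRNA and host mRNA were weakly related (Spearman's rank correlation 0.121, permutation p = 0.0128, adjusted over 4 relations 0.0256, Pearson's r = 0.109 with an adjusted p of 0.0517, and 0.125 without the 2 farthest). The direction was shared by 220 (52.1%). CircRNAs are not independent replicates, and over the 47 called circRNAs the rank correlation was 0.0605 (permutation p = 0.68).

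Mitotic genes were lower in the PBLI group and highest in Control 1. Without Control 1 the median log2 fold change of the list was -0.24, against -0.85 with all libraries, so high levels in Control 1 may account for most of it. Red blood cell markers were also highest in Control 1, 0.75 above the next library, with Hbb-bs at 3896 FPKM against 1845 to 2512, so more erythroid precursors in that pool is a candidate explanation, among others that were not tested. A fall caused by blast stays open for the part that remains. These libraries cannot tell whether Control 1 or the other 2 controls is typical.

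Leukocyte markers were lower in PBLI G5 than in the other PBLI libraries. The medians of neutrophils, monocytes, B cells, T cells and NK cells lay 1.57, 1.77, 1.31, 0.467 and 0.444 below the mean of the other PBLI libraries, on the log2 scale. Dendritic cells and the pair of mast cell and basophil markers also fell, by 0.245 and 0.561. Fewer leukocytes of every kind in the piece of lung would lower macrophages too, and the median of 18 macrophage markers lay 0.308 above that mean. The exact 95% interval over these markers (-0.289 to 0.520) treats them as independent and does not cover variation between pools. The interval includes a fall as small as that of dendritic cells, so this explanation stays open. It would not give the rise of the glucocorticoid targets, which exceeded that of alveolar type 2 markers by 0.888 (Fkbp5 at 29.5, 16.2 and 105 FPKM in PBLI G3, G4 and G5). The rise in PBLI G5 was not confined to glucocorticoid targets. The medians of metallothioneins, EGF family ligands and acute phase proteins rose more there than that of the glucocorticoid targets. A loss of leukocytes other than macrophages also stays open and was not tested. No biological explanation was tested, since the labels give no difference between the PBLI pools.

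More circRNAs were seen only in the PBLI group than only in the control group. Thinning every library to the fewest reads lowered the ratio from 1.54 to 1.22, between the values that depth alone and a difference beyond depth were set to give. Those values did not allow for the limit of 2 reads per circRNA, which was applied before thinning. A circRNA with 2 reads can keep a single read after thinning, while circRNAs with a single read were never listed. This favors the PBLI libraries, so the ratio of 1.22 does not show a difference beyond depth. Depth may account for part or all of it. Because the estimated depth differs with the group, any rest cannot be told apart from a change caused by blast.

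For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 47 circRNAs at the thresholds of the paper (highest other split 45, 1 of 10 as large) and 0 at an adjusted p (0, 10 of 10 as large), 377 mRNAs at the thresholds of the paper (103, 1 of 10) and 307 at an adjusted p (1, 1 of 10), and 2 lncRNA transcripts at an adjusted p (5, 6 of 10).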
